# The Transcriptional Heat Shock Response of *Salmonella* Typhimurium Shows Hysteresis and Heated Cells Show Increased Resistance to Heat and Acid Stress

**DOI:** 10.1371/journal.pone.0051196

**Published:** 2012-12-07

**Authors:** Carmen Pin, Trine Hansen, Marina Muñoz-Cuevas, Rob de Jonge, Jesper T. Rosenkrantz, Charlotta Löfström, Henk Aarts, John E. Olsen

## Abstract

We investigated if the transcriptional response of *Salmonella* Typhimurium to temperature and acid variations was hysteretic, i.e. whether the transcriptional regulation caused by environmental stimuli showed memory and remained after the stimuli ceased. The transcriptional activity of non-replicating stationary phase cells of *S.* Typhimurium caused by the exposure to 45°C and to pH 5 for 30 min was monitored by microarray hybridizations at the end of the treatment period as well as immediately and 30 minutes after conditions were set back to their initial values, 25°C and pH 7. One hundred and two out of 120 up-regulated genes during the heat shock remained up-regulated 30 minutes after the temperature was set back to 25°C, while only 86 out of 293 down regulated genes remained down regulated 30 minutes after the heat shock ceased. Thus, the majority of the induced genes exhibited hysteresis, i.e., they remained up-regulated after the environmental stress ceased. At 25°C the transcriptional regulation of genes encoding for heat shock proteins was determined by the previous environment. Gene networks constructed with up-regulated genes were significantly more modular than those of down-regulated genes, implying that down-regulation was significantly less synchronized than up-regulation. The hysteretic transcriptional response to heat shock was accompanied by higher resistance to inactivation at 50°C as well as cross-resistance to inactivation at pH 3; however, growth rates and lag times at 43°C and at pH 4.5 were not affected. The exposure to pH 5 only caused up-regulation of 12 genes and this response was neither hysteretic nor accompanied of increased resistance to inactivation conditions. Cellular memory at the transcriptional level may represent a mechanism of adaptation to the environment and a deterministic source of variability in gene regulation.

## Introduction

Natural environments are spatially and temporally complex. Bacteria interact with the environment responding to changes and changing the environment in return. Many studies on bacterial responses to environmental conditions focus on the quantitative analysis of growth, survival or inactivation of the population [1]. The investigation of the molecular response to the environmental conditions pursues a better understanding of the system bacteria-environment.

Hysteresis refers to a process by which a bistable system exhibits memory. Such systems switch between two distinct stable steady states, and switching from one state to the other happens when a stimulus exceeds a threshold. Once switched, the system remains at that steady state until the stimulus decreases to a level below the original switching level. In between these two switching stimulus levels the state of the system depends on the previous history [2]. Hysteresis has for example been described in the expression of components of the lactose utilization network of *Escherichia coli* [3]. In the absence of glucose, the *lac* operon is uninduced at low concentrations (<3 mM) of the inducer thio-methylgalactoside (TMG), and fully induced at high TMG concentrations (>30 mM). Between these switching thresholds, the response of the system is hysteretic: TMG levels must exceed 30 mM to turn on initially uninduced cells but must drop below 3 mM to turn off initially induced cells [3]. Thus, the pattern of lactose consumption adopted by bacteria is environmentally controlled and the key determinant is the direction of change of the environmental inducer [4].

The aim of the current study was to characterize the transcriptional responses of *Salmonella enterica* serotype Typhimurium (*S.* Typhimurium) to heat treatment and pH changes, specifically if these responses were hysteretic. We quantified the transcriptional response of stationary non-proliferating cells of *S.* Typhimurium to an increase of temperature from 25 to 45°C and a decrease of pH from 7 to 5. The conditions were maintained for 30 minutes before resetting the original values, and samples were taken at the end of the environmental stress, immediately after resetting the initial conditions and again 30 minutes later. Network science was applied to identify the metabolic pathways and functional categories in which the differentially transcribed genes were involved and confirmed the hysteretic behaviour of the transcriptional activity. In addition, the resistance to inactivating conditions of 50°C and pH 3 and the adaptation response to extreme growth environments at 43°C and pH 4.5 were monitored during the exposure to the stressing condition and immediately and 30 minutes after resetting the initial conditions.

## Results

### Acidification Affected Transcription of Few Genes, While a Large Number of Genes were Affected by Heat Shock

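The acid experiment was measured on 12 arrays with 2 dyes each, which compared cultures brought to pH 5 with untreated cultures kept at 25°C and pH 7. Each of the 4 sampling times (before stress, end of exposure, immediately after pH 7 was restored and 30 minutes after) had 3 replicates from independent cultures. Fig. 1 places the last 3 samplings at 30, 31 and 61 minutes, whereas the sample labels give the matching controls as 30, 30 and 60 minutes. On every array the cDNA of the stressed culture carried Cy3 and that of the control Cy5. No array had the dyes exchanged, so that a dye effect of a gene stays in its ratio. Each array held 15208 spots with probes for 4744 genes, of which 4527 are chromosomal and 217 lie on the plasmids SLP1, SLP2 and SLP3 of strain SL1344. The authors deposited spot intensities with the local background and without normalization. Median intensity over background was between 14 and 68 per array for the stressed culture and between 9 and 39 for the control. Spots more than 2 background SDs above the background made up 20.4% to 71.6% of an array for the stressed culture, and 23.0% to 63.0% for the control. The number of arrays limits the precision of every value. Background was corrected with normexp and an offset of 50, ratios were normalized by loess within each array, and spots were averaged per probe and probes per gene. The offset lies above the median intensity of the control on every acid array. Added to both channels, it draws the ratios of dim spots toward 0, so that small ratios and few calls can in part reflect dim signal. The log2 ratio of stressed over control culture was tested against 0 with limma, in 1 fit with a mean for each sampling time. Genes were taken as up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of at least 2-fold. The study called genes on each array with ArrayLeaRNA and required 2 of 3 replicates. Genes found in 1 replicate also counted if they were found in at least 2 of 3 replicates of the other sampling times, a rule not applied in the limma calls. The paper's text names no limit of fold or p. The locus tags of the arrays are not paired with gene names in the files used here, so that functions are not assigned to single tags.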

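After 30 minutes at pH 5, 6 genes of 4744 were up-regulated and 0 were down-regulated in limma. The largest ratio was that of SL1151, with a log2 ratio of 2.53 (SE 0.18, adjusted p = 0.000112 from limma), and it was raised in 3 of 3 replicates. The other 5 genes lay close to the limit, the lowest at a log2 ratio of 1.02. None of the 217 plasmid genes passed, and the median log2 ratio was 0.01 over the 103 genes of SLP1, -0.01 over the 100 genes of SLP2 and 0.20 over the 14 genes of SLP3. Of these plasmids, SLP3 stood apart from the other genes in limma's camera test (adjusted p = 0.00468 over 24 tests), a call lost with an estimated correlation (adjusted p = 0.508). Limma's fry, which tests a list against no change rather than against the other genes, gave SLP3 adjusted p = 0.301. At an unadjusted p under 0.05, 341 genes lay above 0 and 355 below. The number of up-regulated genes was 12 without background correction, and 1, 3 and 2 without replicate 1, 2 and 3. Before stress, when both channels held unstressed culture, 0 genes were called up and 9 down.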

Only 12 genes were detected as up-regulated in a culture maintained for 30 minutes at pH 5 when compared with a control culture maintained at pH 7. Immediately after re-establishing the original pH value of 7 in the acidified culture, 19 genes were up-regulated and 1 gene was down-regulated. 

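In the samples taken when pH 7 had just been restored, 7 genes were up-regulated and 1 was down-regulated. SL1151 again had the largest ratio, with a log2 ratio of 2.90 (SE 0.18, adjusted p = 1.75e-05 from limma). SL4222, a tag listed in Table S2, had a log2 ratio of 1.11 ± 0.13 (SD, n = 3). The down-regulated gene was SL3226, a tag listed in Table S1, at -1.30 (SE 0.22, adjusted p = 0.00986 from limma). Its ratio was below 0 in all 3 replicates, from -1.70 to -0.61. Table S2 instead has mglB as the gene down-regulated at this sampling and does not list SL3226. The gene called down here is therefore not the paper's. No plasmid gene was called, whereas Table S2 lists SLP3_0012 as up-regulated at this sampling. The highest log2 ratio of SLP3 was 0.97, below the limit. The median log2 ratio of SLP3 was 0.53 (adjusted p = 7.11e-07 from camera, and adjusted p = 0.413 with an estimated correlation). Fry gave SLP3 adjusted p = 0.0324. The medians of SLP1 and SLP2, 0.08 and 0.06, passed camera too (adjusted p = 1.9e-05 and 0.00468). These calls were lost with an estimated correlation (adjusted p = 0.413 and 0.592), and fry gave adjusted p = 0.111 and 0.308. Without background correction, 19 genes were up-regulated and 3 down-regulated.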

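At the last sampling of the acid experiment, 22 genes were called up and 1 was called down. The 10 highest log2 ratios lay between 1.09 and 1.53, and the lowest was -1.37. SL1151, the gene with the largest ratios at the earlier samplings, had a log2 ratio of -0.01 (SE 0.18, adjusted p = 0.97 from limma). SL3775, the gene with the largest ratio under heat, was raised at an adjusted p of 0.000372 from limma. Its control signal lay within 2 background SDs, so that its ratio is given only as at least 1.41-fold. Plasmid genes gave 0 calls here. The medians of SLP1 and SLP2 were -0.08 and -0.12 (adjusted p = 0.01 and 0.000203 from camera), calls that were lost with an estimated correlation (adjusted p = 0.592 and 0.511). Fry gave adjusted p = 0.212 and 0.12. The 22 genes became 13, 49 and 6 without replicate 1, 2 and 3. They became 141 with median centring in place of loess and 7 after subtraction of the ratios before stress.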

Thirty minutes after re-establishing the original conditions, 23 genes were up-regulated in the culture previously exposed to acidic conditions (Fig. 1). In contrast with these results, the increase of temperature from 25 to 45°C affected transcription of a much larger number of genes. 

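The heat experiment had the same design on 12 further arrays, with 3 replicates from independent cultures at each of 4 sampling times. Heated cultures at 45°C carried Cy3 and control cultures at 25°C carried Cy5. Fig. 1 gives the samplings during and after stress as 30, 40 and 70 minutes, while the labels give the controls as 30, 30 and 60 minutes. According to the methods, control cultures were sampled at the same times as the stressed ones, while the labels of the first 2 of these controls do not differ. The median intensity over background lay between 20 and 169 per array for the heated culture and between 15 and 51 for the control. From 38.7% to 90.6% of the spots of an array exceeded 2 background SDs for the heated culture, and 41.7% to 68.7% did so for the control. Intensities were processed as for the acid arrays, with the 12 heat arrays in a fit of their own. Replicates of the stress and recovery samplings had correlations across genes between 0.91 and 0.96, and those before stress between 0.10 and 0.33.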

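The difference between the stresses was tested itself, with all 24 arrays in 1 limma fit. At the end of exposure, 88 genes had a ratio at least 2-fold higher under heat than under acid and 358 a lower one, at an adjusted p under 0.05. SL3775 had a log2 ratio of 6.40 ± 0.38 (SD, n = 3) under heat. Under acid both of its signals lay within 2 background SDs, so that no ratio is given. SL4235 had a log2 ratio of -5.44 ± 0.59 under heat and of 0.03 ± 0.58 under acid. SL1151 was raised by both stresses, 9.86-fold under heat. Of the 103 genes of SLP1, 9 were higher under heat than under acid and 4 lower, and of the 14 genes of SLP3 7 were higher and 1 was lower. Immediately after the stress ended 299 genes were higher under heat and 217 lower. Before stress 0 genes differed in limma, with 251 at an unadjusted p under 0.05. Acid arrays lay on slides 1 and 2 and heat arrays on slides 2 and 3.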

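During the 30 minutes at 45°C, 90 genes were up-regulated, 21 of them on plasmids, and 318 were down-regulated, 1 of them on a plasmid. SL3775 had the largest rise, 84.5-fold (adjusted p = 3.49e-10 from limma). Plasmid genes were among the 10 highest ratios, with SLP1_0059 at a log2 ratio of 4.27 ± 0.39 (SD, n = 3) and SLP3_0009 at 3.83 ± 0.41. The lowest ratio was that of SL4468, at -6.24 ± 0.84 (adjusted p = 5.21e-07 from limma). The tags around it that Table S1 also lists, SL4466, SL4467, SL4469, SL4470 and SL4471, had log2 ratios between -5.76 and -4.94. SL3226 had a log2 ratio of -4.76 ± 0.54. Once the cultures were back at 25°C, 297 genes were up-regulated, 46 of them on plasmids, and 232 down-regulated. SL3775 stayed at 6.37 ± 0.40 on the log2 scale, and SLP1_0058 reached 4.62 ± 0.02. SL4468 was at -5.68 ± 0.55, and SL4235 was at least 50.0-fold lower, since its signal in the heated culture lay within 2 background SDs on all 3 arrays. The authors' processed values gave 1044 up-regulated and 215 down-regulated genes at this sampling. Before stress, 0 genes were called up by limma and 1 down, with 178 above and 238 below 0 at an unadjusted p under 0.05.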

The transcription of 293 genes was repressed while 120 genes were induced in the culture maintained at 45°C for 30 minutes when compared with control cultures at 25°C. Immediately after the heat shock ceased, the number of up-regulated genes increased considerably to 470 while the number of down-regulated genes decreased to 113. Thirty minutes after the heat condition was removed, there were still a large number of induced genes, 214, and a smaller number of down-regulated genes, 127, in the culture previously exposed to high temperature (Fig. 1). Thus, during the heat shock, most of affected genes showed repressed transcription while when the temperature was reset to the initial value, transcription was mostly induced with respect to control cultures.

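At this sampling 171 genes were up-regulated, 31 of them on plasmids, and 192 were down-regulated, none of them on a plasmid. SL3775 had a log2 ratio of 6.03 ± 0.08 (SD, n = 3) and SL1151 of 4.70 ± 0.29. SL3057, a tag of Table S1, was at least 20.0-fold higher, its control signal being within 2 background SDs on all 3 arrays. SL3059 had a log2 ratio of 4.22 ± 0.13 (adjusted p = 2.6e-08 from limma). Among the down-regulated genes were the nearby tags SL3226 and SL3228, at -4.66 ± 0.59 and -4.15 ± 0.30, and SL4471, at -4.20 ± 0.54. SL1888 rose from -4.68 ± 0.50 at the end of exposure to -3.50 ± 0.15. The authors' processed values gave 681 genes up-regulated and 193 down-regulated.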

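Up-regulated genes made up 22.1% of the genes called at the end of the heat exposure, 56.1% immediately after it and 47.1% 30 minutes after. The changes between samplings were tested as well. From the end of exposure to the sampling at 25°C, 378 genes gained at least 2-fold and 6 lost as much at an adjusted p under 0.05 from limma. SLP1_0057 was among the plasmid genes whose ratio grew, from a log2 ratio of 1.54 ± 0.27 (SD, n = 3) to 3.38 ± 0.24, and 30 of the 378 genes lie on plasmids. These counts change with the processing, to 755 and 379 with the background subtracted and to 1169 and 703 with no limit of fold. The number that lost was 352 in the authors' values centred on the array median and 35 without background correction. Of the genes down-regulated at the end, 96 had a higher ratio immediately after and 0 a lower one. From the end of exposure to 30 minutes after, 306 genes gained and 43 lost. The share of up-regulated genes depends on how the arrays are normalized. With median centring in place of loess it was 23.3%, 68.2% and 54.2% at the 3 samplings, and in the authors' processed values 21.8%, 82.9% and 77.9%.

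**Figure D1:**
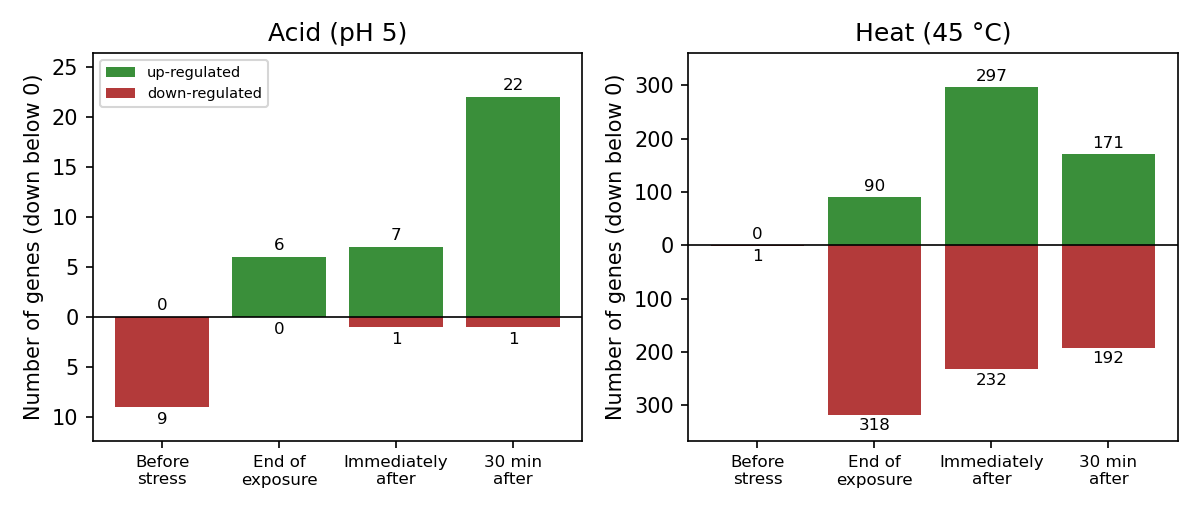
Number of genes up-regulated (green, above 0) and down-regulated (red, below 0) at each sampling of the acid experiment (left) and of the heat experiment (right), 3 arrays per sampling. The 2 panels have different vertical scales, up to 22 genes under acid and 318 under heat.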

**Figure 1:**
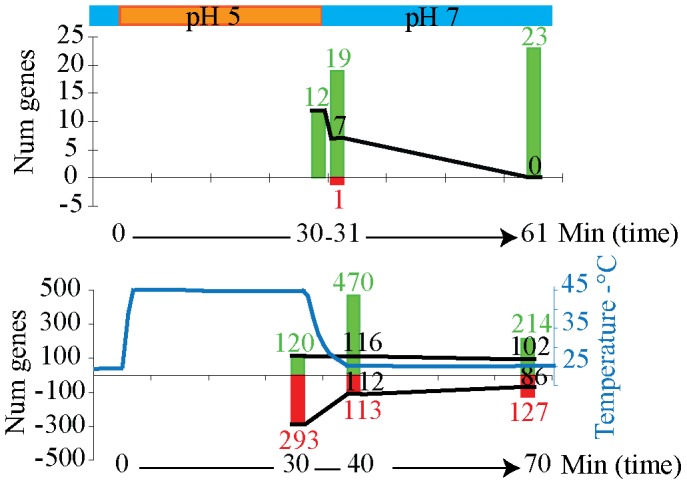
Number of genes up- (green) and down- (red) regulated in *S*. Typhimurium under acid and heat stressing conditions and immediately and 30 min after removing the stressing conditions. Few genes were affected by acid stress (A) while transcription of a large number of genes was altered under heat stress (B). Majority of up-regulated genes under heat stress remained up-regulated 30 minutes after stress condition ceased. Black numbers and solid lines show up- and down- regulated genes maintained throughout the experiment.

The few up-regulated genes during the acid shock were associated with general metabolic and cellular functions (Fig. S1). In the acid stress experiment, the transcription of three genes associated to adaptation processes to atypical conditions *ibpB*, *pspB* and *pspC* was induced but only 30 minutes after the acid shock ceased. The induction of the phage shock protein operon, *pspABCE*, has been observed in response to a variety of stressful conditions [5], while the small heat-shock protein, IbpB, has been reported to stabilize stress-denatured proteins in *E. coli* [6].

The heat shock in particular caused the induction of genes encoding for chaperones, including heat shock proteins, and plasmid genes and the repression of genes involved in pathogenesis, energy production and motility. 

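The plasmid genes could be followed by their locus tags. At the end of the heat exposure, 9 of the 103 genes of SLP1, 5 of the 100 genes of SLP2 and 7 of the 14 genes of SLP3 were up-regulated, and the counts were 9, 5 and 7 too when adjusted over the list alone. 1 gene of SLP3 was down-regulated, at a log2 ratio of -1.42. SLP3_0008, SLP3_0009 and SLP3_0007 had the largest ratios of SLP3, between 3.08 and 3.83. On SLP2, SLP2_0021 was at 2.14 ± 0.57 (SD, n = 3) and SLP2_0055, whose control signal was within 2 background SDs, was at least 4.11-fold higher. On SLP1, SLP1_0059 was followed by SLP1_0058, 9.85-fold higher, and SLP1_0080 at 1.93 ± 0.21. The median log2 ratio was 0.15 over SLP1, 0.13 over SLP2 and 1.62 over SLP3 (adjusted p = 4.6e-06, adjusted p = 1.23e-06 and adjusted p = 0.00101 from limma's camera). With an estimated correlation all 3 calls were lost (adjusted p = 0.413, 0.413 and 0.508). Fry, which tests against no change, gave adjusted p = 0.00336, 0.00369 and 0.00388. Before stress the median of SLP3 was 0.52, with 1.44 in replicate 2, -0.11 in replicate 1 and 0.21 in replicate 3. Of the 35 gene lists fixed, 31 hold gene symbols that have no match among the locus tags, so that chaperones, pathogenesis, energy production and motility were not analysed here.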

Some general pathways and functions were detected as both induced and repressed during all sampling times throughout the heat shock experiment (Fig. S2). However the majority of specific cellular functions or pathways included in these general categories had a consistent response being either up- or down-regulated throughout the experiment (Fig. S3).

### Most of Induced Genes in Response to Heat Stress Exhibited Hysteresis and Remained Induced after Resetting the Initial Conditions

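Of the 90 genes up-regulated at the end of the heat exposure, 78 were up-regulated immediately after it and 60 at the last sampling, 59 of them at all 3 samplings. SL3775, SL1151 and SLP3_0009 are among the 59. The ratio was above 0 in 85 of the 90 genes at the last sampling. Of the 21 plasmid genes in the list, 19 and 17 were still called. SLP1_0059 was called immediately after and not at the last sampling, with a ratio there whose lower bound was 1.71-fold. Tested as a change from the end of exposure, 22 of the 90 genes had a lower ratio at the last sampling and 17 a higher one. Independent lists of the same sizes would share 5.63 genes immediately after and 3.24 genes 30 minutes after. The samplings at the end and immediately after have controls with 1 label, 30 minutes. The log2 ratios of these samplings had a correlation across genes of 0.720, against 0.501 in 20 simulations of unchanged cultures with a shared control. The simulations gave both channels the same spread, which sets their correlation by construction, so that it is no estimate from these arrays. The covariance of the log2 ratios was 0.395, against 0.00494 in the simulations, a difference of 0.391. In these simulations 0 genes were called up and 0 down at both samplings, against 78 and 193 observed, but without a change hardly any gene passes 2-fold, so that this comparison says little. As the controls could not be split, part of the overlap between these 2 samplings may come from them. Without background correction 90 of 143 genes (62.9%) kept their call to the last sampling. With the background subtracted it was 165 of 402 (41.0%), and with no limit of fold 333 of 864 (38.5%).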

From the 120 genes up-regulated in cultures exposed to 45°C for 30 minutes, 102 genes were still up-regulated 30 minutes after resetting the temperature to 25°C with respect to control cultures (Fig. 1). Conversely, none of the 12 genes up-regulated during the acidic shock was detected 30 minutes after the acidic condition was removed (Fig. 1).

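Of the 6 genes up-regulated at the end of the acid exposure, 1 was called immediately after and 0 at the last sampling. The gene called again was SL1151, whose values at the 3 samplings were 2.53 ± 0.17 (SD, n = 3), 2.90 ± 0.38 and -0.01 ± 0.41 on the log2 scale. The median log2 ratio of the 6 genes was 1.12 ± 0.28 at the end, 0.88 ± 0.25 immediately after and -0.14 ± 0.30 at the last sampling. All 6 had ratios above 0 immediately after and 1 of them did at the last sampling. A share of 0 of 6 has a 95% interval up to 45.9% (exact Clopper-Pearson). The share still called immediately after was 75% without background correction and 75% with the background subtracted. It was 50% to 100% when 1 replicate was left out. With no limit of fold, 53 of the 73 genes called at the end were called immediately after. Under a per-array calling rule modelled on that of the study, 21 of 41 genes called at the end were called at the last sampling. This rule also counts genes found on 1 array if they were found at another sampling, which builds in overlap between samplings. Its limit was 1.69-fold, and before stress it called 1 gene up and 20 down.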

Thus, while the response to acid stress was very modest, heat shock caused a major alteration on gene transcription and this transcriptional response exhibited hysteresis. 

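At the last sampling 155 genes had a ratio at least 2-fold higher after heat than after acid and 244 a lower one, at an adjusted p under 0.05 in the limma fit of all arrays. Among the 14 genes of SLP3, 12 were higher after heat and 0 lower, with a median difference of 2.16 on the log2 scale. For SLP1 the numbers were 12 of 103 and 0, and for SLP2 9 of 100 and 0. Before stress the median log2 ratio of SLP3 was already 0.52 in the heat experiment and -0.16 in the acid experiment. These ratios were not subtracted. SL3775 had a ratio of 65.1-fold after heat. Camera gave adjusted p = 1.04e-06 for SLP3, and adjusted p = 0.363 with an estimated correlation, over 20 such tests. Both stresses raised 2 genes in common at this sampling, against 0.793 for independent lists (exact Fisher test, one-sided, p = 0.187). From the genes still induced when the temperature had been reset, the paper concludes that the response to heat exhibited hysteresis. It reports no such genes after acid, and calls the acid response very modest.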

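The genes up-regulated at the end of the heat exposure had a median log2 ratio of 1.71 ± 0.32 (SD over 3 replicates) at that time, of 2.63 ± 0.08 immediately after and of 1.70 ± 0.25 at the last sampling. Before stress their median was 0.03 ± 0.01. Per replicate number, the median immediately after was 157% ± 26% of that at the end of exposure, and that at the last sampling was 103% ± 30%. Whether these numbers pair the cultures is not settled, so that these SDs hold only under that pairing. The 69 chromosomal genes of the list had medians of 1.62 ± 0.38, 2.40 ± 0.10 and 1.76 ± 0.10. The 21 plasmid genes had medians of 1.96 ± 0.22, 3.32 ± 0.09 and 1.72 ± 0.32. SL3775 was at 6.37, 6.04 and 6.80 in the 3 replicates at the end and at 5.97, 5.99 and 6.11 at the last sampling. SL1151 was higher at the last sampling than at the end, at 25.9-fold against 9.86-fold. For 17 of the 90 genes the control signal lay within 2 background SDs at the end, so that their fitted ratios are uncertain. With the background subtracted, the median immediately after was 92.7% and that at the last sampling 52.1% of that at the end. With no limit of fold they were 50.3% and 34.7%, so that the rise after the exposure turns into a fall under these 2 alternatives.

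**Figure D2:**
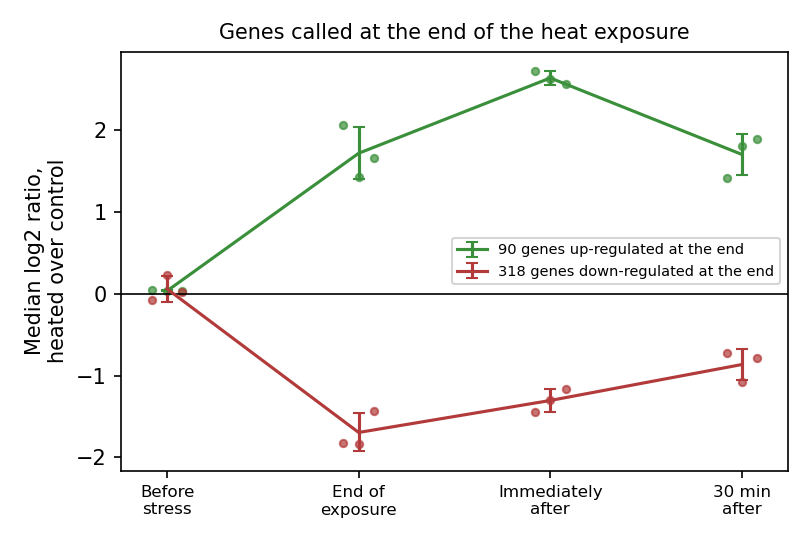
Median log2 ratio of heated over control culture at each sampling, for the 90 genes up-regulated (green) and the 318 genes down-regulated (red) at the end of the heat exposure. Points are replicates, lines their mean and bars the SD. The green medians stand at 1.71, 2.63 and 1.70 during and after stress and the red ones at -1.70, -1.30 and -0.87.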

The majority of genes induced when cells were exposed at 45°C remained induced 30 minutes after the temperature was reset at 25°C. Among those genes, there were ten genes encoding for heat shock proteins as well as numerous genes encoding for other products involved in protein stabilization and DNA repair (Fig. 2). A significant number of genes encoded in the three plasmids of *S.* Typhimurium strain 4/74 also showed a hysteretic response (Fig. 2). 

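Fig. 2D shows 20 plasmid genes, chosen by the study on these samples, which is therefore not independent evidence of their direction. Of these, 17 were up-regulated at the end of exposure, 20 immediately after and 19 at the last sampling, and the numbers were 17, 20 and 19 when adjusted over the list alone. The median log2 ratio of the 20 genes was 2.03, 3.34 and 1.97. SLP3_0006 was at 2.70 ± 0.68 (SD, n = 3), 4.51 ± 0.35 and 3.41 ± 0.43, and SLP2_0021 at 2.14 ± 0.57, 3.31 ± 0.02 and 1.90 ± 0.35. SLP1_0075, SLP2_0017 and SLP3_0003 were below the limit at the end, with log2 ratios of 0.97, 0.78 and 0.95, and were called at the later samplings. Over the whole plasmids, 21 and 12 genes of SLP1 were up-regulated immediately and 30 minutes after, 14 and 8 of SLP2 and 11 and 11 of SLP3. SLP1_0054 and SLP1_0055, which are not in Fig. 2D, were at least 6.62-fold and 7.88-fold higher at the last sampling. Camera gave the 20 genes adjusted p = 1.08e-13, 1.08e-13 and 3.68e-12, and adjusted p = 0.322 at each sampling with an estimated correlation. Fry gave them adjusted p = 1.2e-05, 6.93e-07 and 1.2e-05. The median of SLP2 immediately after was -0.03 and its mean 0.22 (adjusted p = 0.346 from camera, adjusted p = 0.0461 from fry). The camera call on SLP2 at this sampling changed with the processing, as the authors' values put it past the threshold. After subtraction of the ratios before stress 7 of the 14 genes of SLP3 were called at the last sampling.

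**Figure D3:**
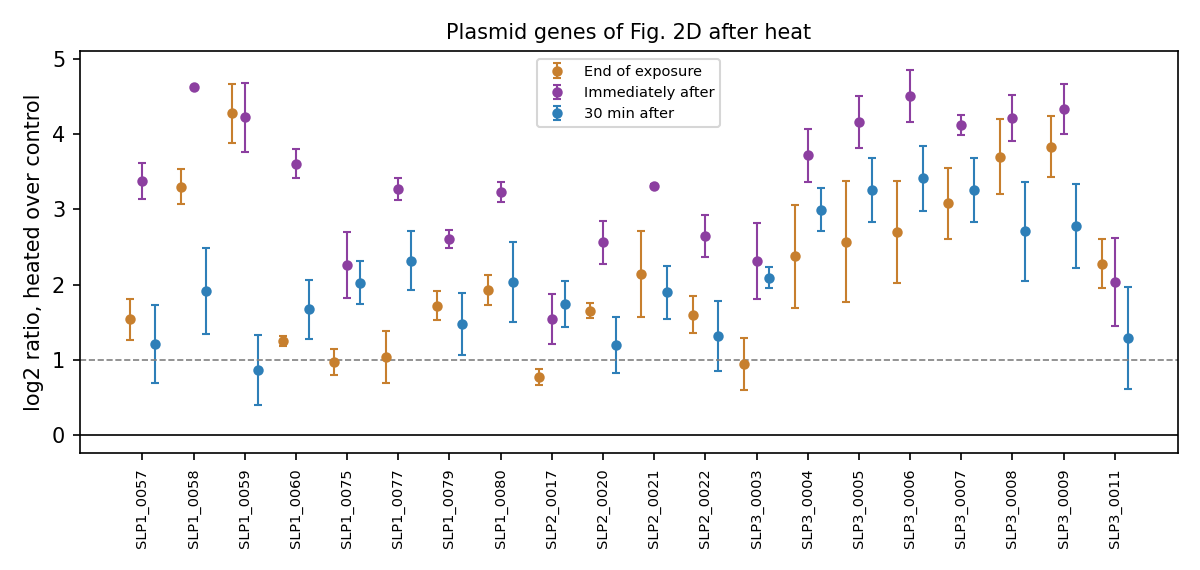
Log2 ratio of heated over control culture of the 20 plasmid genes of Fig. 2D at the end of exposure, immediately after and 30 minutes after, as mean and SD of 3 replicates. The dashed line marks the 2-fold limit, and SLP1_0059 stands at 4.22 immediately after. Its control signal was within 2 background SDs at the last sampling, so that its last point is uncertain.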

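Down-regulation at all 3 samplings was found for 124 genes, none of them on a plasmid. Another 69 genes were down-regulated at the end and immediately after, and 115 at the end of exposure only, as far as calls at the 2-fold limit show. SL4469 and SL4470, listed in Table S1, had log2 ratios of -5.42 ± 0.30 (SD, n = 3) and -5.38 ± 0.28 immediately after. SL3229 and SL3227, which follow SL3226, were at -3.69 ± 0.37 and at least 9.89-fold lower at the last sampling. SL4235 stood at -3.47 ± 0.50 there. Which of the 124 genes belong to motility, pathogenesis or energy production was not analysed here, because the locus tags are not paired with gene names in the files used.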

Down-regulated genes throughout the experiment were associated with non-stress specific responses such as motility, pathogenesis and energy production (Fig. 2, Fig. S3).

**Figure 2:**
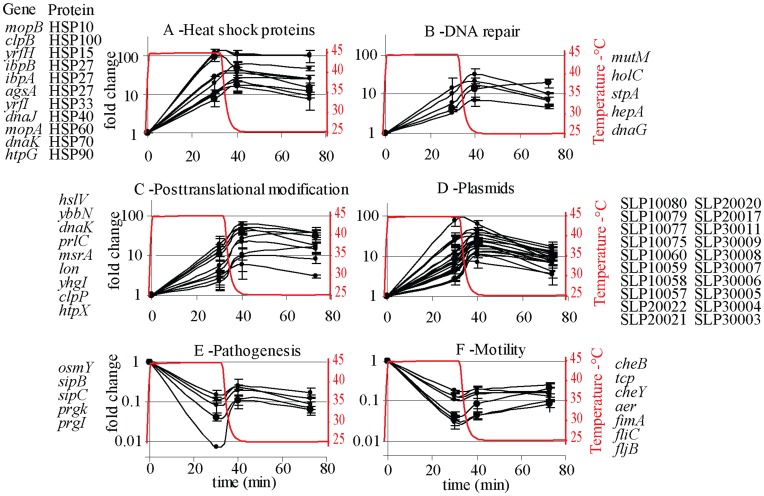
Fold change of transcript levels of genes during heat stress and immediately and 30 minutes after temperature was set back at 25°C that exhibited hysteresis and encoded for heat shock proteins (A), for DNA repair (B) for products involved in protein stabilization (C) or were encoded in plasmids (D). Down-regulated genes throughout the experiment were associated with non stress specific response such as pathogenesis (E) and motility (F). Genes represented in each plot showed a similar tendency; they are listed by the side of each plot but not differentially represented.

### Down-regulation of Genes was Significantly Less Organized According to Cellular Functions or Metabolic Pathways than Transcriptional Induction during and after the Heat Shock

We constructed a genome scale bi-partite network for the genome and plasmids of *S*. Typhimurium SL1344 as previously described for *E. coli* K 12 [7]. The network was bipartite and thus edges connected two sets of nodes. Genes constituted one of these sets of nodes while the other set of nodes included metabolic pathways and cellular functions. Information was collected from public available resources and databases specified in the Material and Methods section. The bipartite sub-networks corresponding to genes up- and down-regulated during and after the heat shock were extracted from the genome scale network in order to study if network properties were affected by the environmental stresses.

The genome scale network was structured in modules or communities of nodes more connected to the nodes belonging to the same module than to other external nodes. To quantify this organization in communities the modularity value, Q [8], was calculated. The value of Q varies between 0 to a maximum value of 1. In practice it is found that a value above about 0.3 is a good indicator of significant community structure in a network [8]. The value of Q was 0.68 for our genome scale network. The modular or compartmentalized pattern of the genome network can be understood as a strategy to increase network stability, since this property retains the impact of perturbations within a single module and minimizes their effect on other metabolic pathways or cellular functions [9]. Modularity was estimated on the sub-networks from the genome scale network corresponding to genes differentially expressed during and after the heat treatment (Table 1). To assess the significance of the differences in the modularity of the sub-networks of the genes up- and down-regulated during and after the heat shock, we compared these results with the modularity measured in 10 random networks, with the same number of genes as the networks of up- and down-regulated genes but randomly selected from the genome scale network. Data in Table 1 shows that the value of the modularity coefficient for the networks of up-regulated genes during and after the heat treatment were between 0.75 and 0.8. These modularity values were slightly higher although not significantly different from those measured in the correspondent randomly generated networks. Fig. 3 shows the modular organization of the networks of genes differentially transcribed during the heat shock. Plasmid genes formed 3 disconnected modules that increased the modularity coefficient of the networks of induced genes (Fig. 3). Removing the modules formed by plasmid genes, the modularity coefficient of the networks of induced genes decreased slightly, taking values between 0.73 and 0.77 which are in the range of those of the random networks. Plasmid genes were not connected to other functions because the knowledge on their function is limited. Plasmid genes are known to be involved in intra-macrophage survival of *Salmonella*, antibiotic resistance and increased resistance to phage infection but their annotation is not public yet [10].

**Figure 3:**
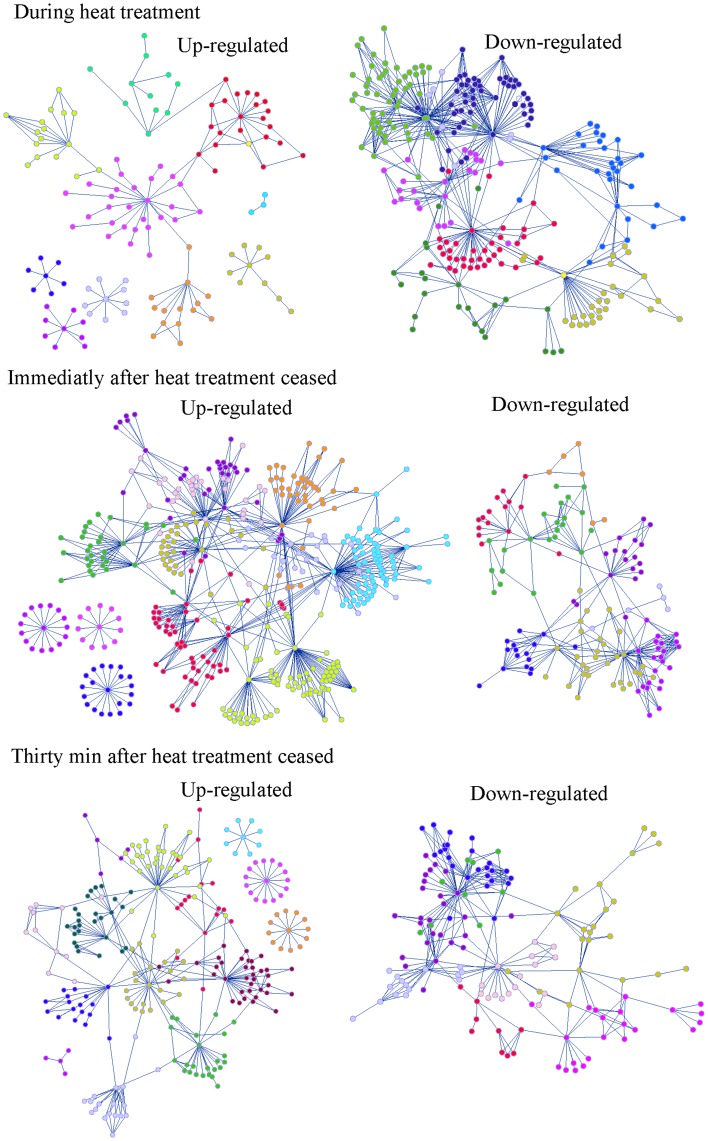
Network representation of genes up- and down-regulated during and after the heat shock. Modularity of networks of down-regulated genes was significantly lower than that of up-regulated networks. The induction of genes belonging to a metabolic pathway or cellular function was more synchronized than their down-regulation because of the hysteretic transcriptional response or persistence of the induction of the majority of genes induced by the heat shock once the temperature is set back to 25°C. Different colours represent different modules in each network.

**Table 1:** Modularity quantification in sub-networks extracted from the *Salmonella* genome scale network containing those genes differentially expressed during and after the heat treatment and comparison with random extracted sub-networks with the same number of genes.

	Num genes & Num other nodes			Modularity coefficient (Q)^1^				
	Up-regulated	Down-regulated		Up-regulated	Random networks		Down-regulated	Random networks
End of heat treatment(45°C-30 min)	93 & 38	211 & 53		0.81	0.79±0.042^2^		0.64*	0.74±0.034
Immediately after heat treatment ceases	373 & 64	94 & 41		0.76	0.71±0.037		0.63*	0.82±0.040
Thirty minutes after heat treatment ceases	187 & 61	103 & 43		0.80	0.78±0.041		0.62*	0.81±0.044

1 Modularity coefficient from 0 to 1 (maximum modularity).

2 Mean value and standard deviation of the modularity coefficient of 10 random networks.

* Significant: Smaller than the mean value minus 3 times the standard deviation of random networks.

Therefore the modular structure observed in the networks of up-regulated genes during and after the heat shock was the same as observed in the random networks derived from the genome scale network reflecting its organization in metabolic pathways and cellular functions. However, modularity analysis of the networks of down-regulated genes during and after the heat shock revealed that the level of organization of repressed genes in functional modules was smaller than expected. Networks of repressed genes showed modularity coefficients in between 0.62 and 0.64 while randomly extracted networks had significantly greater Q values of 0.74–0.81 (Table 1).

### Hysteretic Transcriptional Response to Heat Shock is Accompanied by Increased Resistance to Inactivation Conditions of 50°C and pH 3

The stressing conditions, 45°C or pH 5 for 30 minutes, were selected by choosing extreme environmental conditions that did not cause inactivation while challenging *S*. Typhimurium. To study if these stressing treatments had an effect on the ability of *Salmonella* to grow in extreme conditions, we followed the kinetics of the stressed populations at 43°C and at pH 4.5. On the other hand, to investigate if the exposure to stress conditions affected the resistance of the population to inactivation conditions, the kinetics of the stressed populations were measured at 50°C and at pH 3.

Cultures exposed at 45°C for 30 minutes exhibited an increased resistance to inactivation temperatures of 50°C as well as cross-resistance to inactivation by acidic conditions at pH 3 showing significantly greater D values than non-heated control cultures (Fig. 4). The D-values measured in cells exposed at 45°C for 30 minutes were not significantly different from those measured immediately and 30 minutes after the heat shock was removed (Fig. 4). Thus, the increased resistance to heat and acid inactivation conditions in cells exposed at 45°C for 30 minutes persisted for 30 minutes after the temperature was reset to 25°C. However, cultures exposed at pH 5 for 30 minutes did not show increased resistance to either heat or acid inactivation conditions when compared with control cultures kept at pH 7 (Fig. 4).

**Figure 4:**
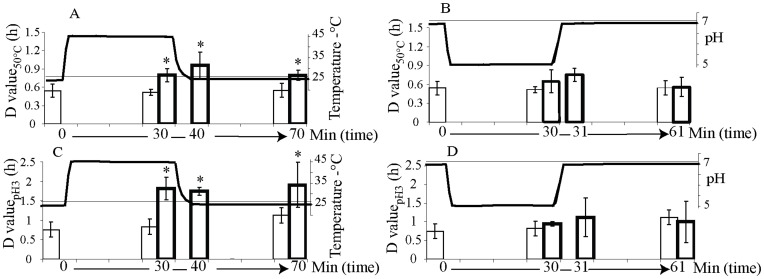
Increased resistance to heat and acid inactivation conditions in cultures of *S*. Typhimurium previously exposed to heat stressing conditions holds 30 min after resetting the initial conditions. Columns represent *D* values, time required for a decimal reduction of the population at the inactivating conditions, while lines represent the previous temperature or pH profile for each culture. Thick strokes are used for results at stressing profiles, 45°C or pH 5, and thin strokes for control experiments at 25°C and pH 7. D values at 50°C (A) and pH 3 (C) were significantly greater in cultures exposed to heat shock, 45°C for 30 min (thick strokes), and immediately and 30 min after the temperature was set back at 25°C than D values of control cultures at 25°C (thin strokes). However D values at 50°C (B) and pH 3 (D) of cultures previously exposed at pH 5 (thick strokes) were not significantly different from D values of control cultures at pH 7 (thin strokes). Stars indicate those cultures exposed to stressing conditions with D values significantly different from correspondent controls.

The growth parameters, duration of the lag phase and maximum specific growth rate, measured at either 43°C or at pH 4.5 were not affected by the previous exposure of the cells to 45°C or to pH 5 (Table 2).

**Table 2:** Duration of the lag phase and maximum specific growth rate at 43°C and pH 4.5 of *S.* Typhimurium previously exposed to heat and acid shock.

	43°C			pH 4.5	
Cell history	lag (h)		<$>\raster(80%)="rg1"<$> (h^−1^)	lag (h)	<$>\raster(80%)="rg2"<$> (h^−1^)
End of heat shock (45°C-30 min)	2.24±0.864*	0.911±0.136		20.5±0.636	0.444±0.0745
Immediately after heat shock and resetting temperature at 25°C	2.35±0.856	1.01±0.142		21.6±0.675	0.627±0.0804
Thirty minutes after heat shock and resetting temperature at 25°C	2.37±0.817	1.09±0.0378		22.1±0.169	0.687±0.0242
Control (25°C-pH 7-0 min)	2.56±0.878	1.12±0.152		22.1±0.0834	0.713±0.0605
Control (25°C-pH 7-30 min)	2.67±0.922	1.01±0.079		21.4±0.0476	0.57±0.0331
Control (25°C-pH 7-60 min)	1.9±0.00354	0.982±0.237		21.6±0.124	0.598±0.00135
End of acid shock (pH 5-30 min)	2.58±0.921	1.17±0.106		21.7±0.397	0.636±0.0472
Immediately after acid shock and resettingpH value at 7	2.57±0.889	1.09±0.183		21.6±0.122	0.591±0.0402
Thirty minutes after acid shock and resettingpH value at 7	2.4±0.992	0.951±0.309		21.8±0.389	0.617±0.0694

* mean±standard deviation of 3 independent replicated experiments.

## Discussion

The transcripts of the heat or acid shocked *S*. Typhimurium cells were compared with those of an untreated control kept at 25°C and pH 7 during the experimental course. We conducted growth curves to check that the populations used in the experiments were in early stationary phase after 16 hours at 25°C (data not shown), and thus mostly comprising non-proliferating cells although eventually some bacterial cells could divide or die. We targeted the use of non proliferating populations in order to avoid the interference of division cycle genes in the transcriptional response and the generation of new bacterial cells, which may not preserve the cellular memory of their ancestors. The bacterial concentration measured at early stationary phase was not affected during or after the application of the stressing conditions (Fig. S4).

We found a hysteretic transcriptional response to heat shock accompanied by an increased resistance to heat and acid inactivation conditions. The results supports previous observations that the resistance of *S.* Typhimurium to heating at 55°C was enhanced by exposing cells to a previous heat shock at 48°C and this thermotolerance was accompanied by increased synthesis of heat shock proteins. When cells were shifted from 48 to 37°C, thermotolerance was lost with a variable rate of decay within the first hour after the temperature shift while the synthesis of proteins persisted for longer time [11]. Thus, hysteretic behaviour is detectable at both transcription and translation and may be one of the reasons for the expression of apparently unneeded proteins that reduce growth rate of cells and is known as protein cost or burden [12]. We observed that the transcriptional response of *S.* Typhimurium to the acidification of the medium was not hysteretic and did not last after the acidic condition was removed. The decrease of pH from 7 to 5 did not seem to be a challenging stress condition for *S.* Typhimurium because it caused a very modest and unspecific transcriptional response and was not associated with either an increase of the resistance to inactivation conditions or with adaptation to extreme growth conditions. It seems that there was a lack of specific transcriptional response in *S.* Typhimurium exposed to pH 5. The few differentially transcribed genes detected at pH 5 may reflect the high variation intrinsic to gene transcription in bacteria. More than 60 genes have been reported to exhibit between 2–5 folds difference in the expression ratios when the strains being compared were grown in identical conditions but in different batches [13]. We think that one of the reasons for the different responses of *S* Typhimurium to the different environmental stresses may be that while a pH value of 5 does not challenge *Salmonella* spp., 45°C is a more stringent condition close to the limiting growth temperature. *Salmonella* spp. is able to grow at pH values below 4, while growth is not detected above 48°C. Moreover, culturing *Salmonella* to stationary phase in media containing glucose has been reported to induce acid tolerance response [14]. Cultures in stationary phase might have an enhanced transcription of genes involved in acid tolerance response, which could contribute to explain the lack of differences between the transcriptional response in control and in acid stressed populations.

A wide range of stabilities has been observed for individual mRNAs of *E. coli*, although approximately 50% of all mRNAs had half-lives shorter than 3 minutes and all of them shorter than 15 minutes [15]. Similar results have been observed for *Staphylococcus aureus* in stationary phase, although during exponential growth the percentage of mRNAs with a half-life shorter than 2.5 minutes increased to ca. 85% [16]. An increase of the turnover time of mRNAs has been reported under heat shock with the extended half-life of some transcripts being longer than 30 minutes [17], [18]. One of these studies reported the effects of heat shock not on few transcripts but on the global response on RNA half-lives. During heat shock approximately 60% of log-phase transcripts of *S. aureus* had a longer half-life than 5 minutes, but only 7.1% of them were stable for 30 minutes under heat stress [17]. The increase of the half-life of mRNAs in response to heat shock is not likely to be the explanation for the post heat shock detection of transcripts that we are reporting, and there are basic differences between those studies and our results. The extension of half-life is reported during the heat shock and it may be attributable to a failure in RNA degradation [18], while we are reporting that genes remained induced 30 min after the heat shock ceased. In addition, while during the heat treatment only 7% of genes were found to have a half life longer than 30 min [17], in our work we are reporting that 96% of the genes induced during the heat shock were detected immediately when the temperature was reset to 25°C and 85% of them were still induced 30 minutes later. Thus our results seem to be due to an hysteretic behaviour of transcription according to the cell pre-history rather than to the extension of the half-life of the transcripts. However, the switching levels for the induction/repression of heat shock genes cannot be determined from our data and it is unknown how this hysteretic response is affected by cell division, or by other environmental stimuli impacting on transcription.

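The share of heat-induced genes still up-regulated was 86.7% immediately after the heat shock (95% interval from 77.9% to 92.9%, exact Clopper-Pearson) and 66.7% at the last sampling (55.9% to 76.3%). These intervals take the genes as independent, which neighbouring genes are not. Among the plasmid genes, SLP3_0004 went from a log2 ratio of 2.38 ± 0.69 (SD, n = 3) at the end of exposure to 3.71 ± 0.36 and 2.99 ± 0.28. In the replicate left out, the genes called up at the end from the other 2 replicates had medians 30 minutes after of 1.43, 1.80 and 1.93 on the log2 scale. With the background subtracted, the shares were 62.9% and 41.0%, and with no limit of fold they were 48.8% and 38.5%.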

The modularity of the structure of the genome scale network derives from the network construction itself and means that in general genes can be grouped in functional modules according to the cellular functions and/or metabolic pathways in which the proteins they encode are involved. Modularity was estimated on the sub-networks from the genome scale network corresponding to genes differentially expressed during and after the heat treatment. The obtained modularity values were different from the value exhibited by the genome network; however, this is expected in sub-networks of smaller dimension extracted from a primary larger network. Therefore, to assess the significance of the differences in the modularity of the sub-networks of the genes up and down-regulated during the heat shock, we compared their modularity values with those measured in 10 random networks. The random networks used for comparison had the same number of genes as the networks of up- or down-regulated genes; the genes were randomly selected from the genome scale network. The modularity values of the up-regulated network were not significantly different from those measured in the correspondent randomly generated networks. Therefore the modular structure observed in the networks of up-regulated genes during and after the heat shock was the was not significantly different from that observed in the random networks derived from the genome scale network, reflecting its organization in metabolic pathways and cellular functions. However, modularity analysis of the networks of down-regulated genes during and after the heat shock revealed that the level of organization of repressed genes in functional modules was smaller than expected.

Repressed genes showed a lower level of organization in metabolic pathways and functional categories than expected while induced genes maintained the level of modularity expected in sub-networks derived from the genome scale network. Gene induction, during and after the heat shock, exhibited hysteresis and was organized in metabolic pathways and functional categories. On the other hand, although a large number of genes (293) were repressed during the heat shock only one third of them remained repressed immediately and 30 minutes after the heat shock ceased and the networks of these repressed genes in metabolic and functional modules were significantly less organized in metabolic pathways and functional categories. 

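Of the genes down-regulated at the end of the heat exposure, 193 were down-regulated immediately after and 134 at the last sampling. This is 60.7% (95% interval from 55.1% to 66.1%, exact Clopper-Pearson) and 42.1% (36.6% to 47.8%). The share still called was lower than for up-regulated genes at both samplings (exact Fisher test, two-sided, p = 2.03e-06 and 4.37e-05). These intervals and tests take the genes as independent, which neighbouring genes are not, and do not measure the spread between cultures. The order depends on the limit of fold and on the background. With no limit of fold it turned at both samplings, and 333 of 864 up-regulated against 549 of 1084 down-regulated genes were still called at the last one. With the background subtracted, 165 of 402 and 294 of 695 genes were still called at the last sampling. The median log2 ratio of these 318 genes was -1.70 ± 0.23 (SD over 3 replicates), -1.30 ± 0.14 and -0.87 ± 0.19. This corresponds to 77.3% ± 5.6% and 51.3% ± 9.8% of the median at the end, with arrays paired by replicate number, a pairing that is not settled. SL4467 was at -5.05 ± 0.81 at the end and at -4.12 ± 0.77 immediately after. Tested as a change from the end of exposure, 148 of the genes had a higher ratio at the last sampling and 4 a lower one. Independent lists would share 15.6 and 12.9 genes. In the authors' processed values, 188 and 148 of 469 genes down-regulated at the end were still called.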

Possibly gene repression is less synchronised than gene induction as a result of the hysteretic behaviour of induction. If genes remained induced once stimuli cease, gene repression which is the complementary event to induction has to be affected.

The hysteretic behaviour of gene transcription may mechanistically be explained by a dynamic switching threshold that changes according to the state of the gene. The concentration of inducer needed to initiate transcription of uninduced genes may be higher than that needed to maintain transcription of induced genes which may be coupled with metabolic reaction rates. Bistability can arise from substrate inhibition or product activation in metabolic pathways [19]. It is also possible that the switching threshold is not affected but the signal of the inducer is amplified by the induced gene in a positive feedback mechanism. In fact, all known bistable signalling systems contain a “positive” circuit such as the double-negative feedback in the artificial genetic circuit for *E. coli* [20], the positive feedback loop in the genetic network described for *Saccharomyces cerevisiae* [21] or in the transcriptional network of *Bacillus subtilis* leading to biofilm formation, sporulation and the generation of multiple distinct phenotypes within an homogeneous population [22]. However, further studies are needed to explain the exact mechanism behind the hysteretic responses we have observed in the current study.

Monitoring transcription at genome scale by microarray hybridization is usually associated with very high variability between replicates. 

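Calls on single arrays were modelled with a limit taken from the arrays before stress, the 99th percentile of their absolute log2 ratios. It was 0.75 (1.68-fold) for heat and 0.76 (1.69-fold) for acid. On the 18 arrays of the stress and recovery samplings, 1557 genes passed this limit on at least 1 array. Of these, 1108 genes (71.2%) passed it, in 1 direction, on at least 2 of the 3 arrays of a sampling. SL3775 and SL1151 were among the latter. At 2-fold per array the numbers were 1021 and 755 genes (73.9%). With a stricter percentile they were 505 and 368 (72.9%).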

In the experiments carried out in this work we detected 1931 genes significantly differentially regulated at least in one sample but only 856 (44%) were detected in replicated samples from independent cultures (data not shown). We estimated the number of false detected differentially transcribed genes due to experimental error based on hybridizations of identical samples. 

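The 6 arrays before stress compare cultures of the same state in both channels, 3 in each experiment, and Tables S1 and S2 list calls for equivalent samples before stress. Fitted together against 0 with limma, 0 genes were up-regulated and 6 were down-regulated at the 2-fold limit. Without that limit, 61 genes passed an adjusted p under 0.05. A ratio of at least 2-fold was found on at least 1 of the 6 arrays for 82 genes, on at least 2 for 21 genes and on at least 3 for 6 genes. The number of genes past 2-fold on single arrays was highest in replicate 2 of the heat experiment, with 28 up and 26 down. SLP3 had a median log2 ratio of 1.44 on this array. With median centring in place of loess, 157 genes passed 2-fold on at least 2 arrays.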

We detected only 60 genes with variable transcriptional results in 6 hybridizations of identical samples to slides with printed products for all genes in the genome (>4000). Thus, experimental error cannot be the cause of 1075 false detections. Recent studies have focussed on investigating stochastic fluctuations in gene expression [23], [24] describing intrinsic noise resulting from stochasticity in the biochemical reactions taking place at the gene level and extrinsic noise originated from fluctuations in other cellular components involved in gene expression. The extrinsic component of the noise is dominant with a major contribution to the variability of gene expression [24] and being propagated in the gene network to affect expression fluctuation of its downstream genes [25]. These studies highlight the importance of stochastic fluctuations on the variability of gene regulatory networks. In addition, our results suggest that the hysteretic response associated to the history of cells may also contribute to explain this large variability of gene regulation. We have observed that 102 genes associated with response to heat shock may be either induced or repressed at 25°C, depending on the previous culture conditions. Regulation of some genes may be unexpected as a response to current conditions but explicable and determined by past environments. In addition, due to the network structure of gene regulation, the variable expression associated with the hysteretic response can be expected to be amplified when affecting the regulation of downstream genes contributing substantially to the large variability of gene expression.

We demonstrated that the hysteretic transcriptional response to the exposure to 45°C for 30 minutes was accompanied with increased resistance to heat and cross-resistance to acid inactivation conditions even 30 minutes after the stress has ceased. Thus, hysteresis may explain other cross-protection mechanisms against environmental stresses such as the reported higher thermotolerance of acid-adapted *Salmonella* cells [26]. This phenomenon could also explain the dependence of the duration of the bacterial lag phase on the previous growth conditions [27], [28]. Some studies have reported that non-replicating bacteria also remember previous environmental conditions and this cell memory seems to be associated to exposure time. *E. coli* starved for long periods in stationary phase maintained anaerobic metabolism, typical of stationary phase, during the lag period when inoculated in fresh media while young stationary cells switched immediately to aerobic respiration [7]. In another study, *Listeria monocytogenes* was incubated at no-growth a_w_ values (0.90) for days and it was observed that the longer the pre-incubation period, the faster the initiation of the subsequent growth at also low but growth permitting a_w_ values [29]. The lack of an adaptation response to extreme growth conditions involving the lag phase and/or growth rate in our experiments was most likely due to the short duration, 30 minutes, of the previous exposure to the stressing conditions.

In food and animal feed chains, producers are responsible for the safety of their products. Thus tracing the origin of accidental or deliberate microbial contamination of feed and food is essential to establish corrective actions that prevent this contamination [30]. Hysteretic responses to environmental conditions and stresses associated with food production and process could be investigated to infer the time and point of contamination throughout the food chain. The detection of proteins and/or transcripts associated with past environments might represent a rapid inferring system for the reconstruction of the contamination scenario.

## Methods

### Bacterial Strain, Environmental Culture Conditions and Sample Preparation

*Salmonella enterica subsp. enterica* serovar Typhimurium strain 4/74 which is the parental strain of the *hisG* mutant SL1344 [31] was subcultured twice in tryptone soy broth (TSB, Oxoid, Basingstoke, UK) and incubated at 25°C for 24 hours. before being inoculated in 200 ml of TSB and incubated at 25°C for 16 hours to early stationary phase. This culture was divided in two parts; one untreated control culture kept at 25°C and pH 7 while the other part of the culture underwent stressing conditions either at pH 5 or at 45°C.

The temperature shift was carried out by moving the culture from a 25°C water bath to one at 45°C. Once the culture reached 45°C, it was left there for 30 minutes before being moved back to 25°C. The change of temperature with time was measured by a thermocouple applied to a replicate bottle of uninoculated medium. For the pH stress condition, the pH was lowered to pH 5 with hydrochloride acid and after 30 minutes changed back with sodium hydroxide to the original pH. Solutions to adjust the pH of the media were highly concentrated to avoid the dilution of the population and the possibility of growth initiation. Samples from the untreated control populations were processed at the same sampling times as the stressed cultures.

RNA samples for gene expression analysis and culture samples for growth and heating experiments were obtained before applying the stress, after 30 minutes with stress, immediately after the removal of stress and 30 minutes after the removal of stress. At each sampling time, 10 ml culture was harvest by adding 10 ml Ambion RNA*later* Tissue Collection solution (Life Technologies, Taastrup, Denmark) and placed at 4°C overnight and stored at −20°C until RNA extraction. Samples of all cultures were used straight away for growth and inactivation experiments.

Three independent biological replicates for both pH and temperature stress were run.

### Growth and Inactivation Experiments

One ml of each sample was inoculated in 100 ml of TSB to reach a concentration of ca. 10^7^ cfu/ml. For extreme growth conditions experiments, cultures were incubated either at 43°C or at pH 4.5. Growth was monitored by optical density (OD) at 600 nm. For inactivation experiments, cultures were incubated at either 50°C or pH 3 and bacterial concentration measured by plate counts on tryptone soy agar (TSA, Oxoid).

### Estimation of Growth and Inactivation Parameters and Statistical Analysis

The duration of the lag period and the maximum specific growth rate were estimated by fitting the model of Baranyi and Roberts [32] to the growth curves recorded as natural logarithm of OD measurements *vs* time while D-values, exposure time required for a decimal reduction of the population at constant inactivating temperatures, were estimated from the log linear inactivation curves of cfu/ml *vs* time.

A one way ANOVA model with one factor was fitted to the ranked growth and inactivation parameters. The factor of the model was the history of the cells previous to exposure to inactivating conditions or extreme growth environments and included 6 levels. Three levels referred to stressed cells and they were “end of stress” and “immediately” and “30 minutes” after initial conditions were reset. The other 3 levels refereed to control cultures maintained for “0”, “30” and “60” minutes at 25°C and pH 7.

Orthogonal contrasts were set up to investigate if growth an inactivation parameters of control cultures were significantly different from those of stressed cultures as well as the significance of the effect of the time spent at control conditions.

### DNA Microarray Hybridizations

Total RNA was purified from the RNA*later* solution using the RNeasy Mini Kit (Qiagen, Copenhagen, Denmark) according to the manufacturer’s instructions (“RNeasy Mini Protocol for Isolation of Total RNA from Bacteria”) with minor adjustments; for lysis, a 15 mg/ml lysozyme solution with proteinase K was used and on-column DNase digestion was performed. The quality of the RNA was checked using the NanoDrop (Fisher Scientific, Slangerup, Denmark). Labeled cDNA was synthesized from total RNA using the FairPlay III Microarray Labeling Kit (Agilent Technologies, Hoersholm, Denmark) according to manufacturer’s instructions without the Spike-in step. cDNA from the untreated cultures was labeled with Cy5 and cDNA from the stressed culture was labeled with Cy3. The labeled cDNA from the two cultures were mixed together and competitively hybridized on an 8×15 K Agilent microarray slide constructed for *Salmonella* Typhimurium strain SL1344 (deposited with GEO database ref. number: GPL15227) at 65°C for 17 hours, washed and scanned according to the “Two-Color Microarray-Based Prokaryote Analysis Protocol” (Agilent Technologies). The scanning was done using an Axon GenePix 4200A Microarray scanner (Axon, Foster City, CA) and the feature intensities were quantified using GenePix Pro 6.1 software (Axon, Foster City, CA).

### Microarray Data Analysis

Data normalization and analysis was carried out using the program ArrayLeaRNA (freely available at http://www.ifr.ac.uk/safety/ArrayLeaRNA/) which implements a Bayesian inference method based on the variability of the hybridization to internal controls probes in each array and operon predictions if available [33]. Genes detected as up- (down-) regulated at least in two of the three replicated samples were considered as differentially expressed for a given sampling time. In addition, genes up- (down-) regulated in only one replicate of a given sampling time were considered as differentially expressed if detected in at least two of the three replicates of the other two sampling times (Tables S1 and S2).

Microarray datasets have been deposited with GEO database (series accession number: GSE37636).

### Network Analysis

A bi-partite network was constructed for the genome and plasmids of *S*. Typhimurium SL1344 as previously described for *E. coli* K 12 [7]. Edges connected two sets of nodes. Genes constituted one of these sets of nodes. The genome composition was obtained from the Genome Project NCBI database [34]. The other set of nodes included metabolic pathways and cellular functions, according to the KEGG database [35], the CMR-TIGR database [36] and the COGs (Clusters of Orthologous Groups of proteins) functional categories obtained from the Genome Project NCBI database [34]. The number of nodes was 5153, from which 4717 were genes and the remaining 436 nodes represented metabolic pathways and cellular functions. There were 11626 edges between these two sets of nodes.

The genome scale network was used to extract the bipartite networks corresponding to genes up- and down-regulated during and after the heat shock. Only functional categories and metabolic pathways connected to a significant number of genes up or down-regulated were included in these networks. The significance was statistically evaluated assuming that number of genes up(down)-regulated belonging to a metabolic pathway or cell functional category follows the commonly assumed hypergeometric distribution as previously described [7].

For networks representation we used the program Cytoscape [37]. Networks modularity was estimated with the program implementing the fast modularity maximization algorithm [8].

## Supporting Information

Figure S1 **Metabolic pathways and cellular functions associated with those genes up-regulated during acid shock, immediately after acid shock ceased and 30 minutes after acid shock ceased.** Columns had positive values if functions were up-regulated and negative if down-regulated.
(TIF)

Figure S2 **Main metabolic pathways and general cellular roles with a significant (** ***p*** **<0.1) proportion of genes up- or down-regulated during heat stress (During), immediately (After) and 30 minutes (Later) after heat stress ceased.** Columns had positive values if functions were up-regulated and negative if down-regulated.
(TIF)

Figure S3 **Specific metabolic pathways and cellular sub-roles with a significant (** ***p*** **<0.1) proportion of genes up- or down-regulated during heat stress (During), immediately (After) and 30 minutes (Later) after heat stress ceased.** Columns had positive values if functions were up-regulated and negative if down-regulated.
(TIF)

Figure S4 **Bacterial concentration (closed symbols) during and after the exposure to stressing conditions**: A) heat shock at 45°C 30 minutes and B) acidification of the medium at pH 5 for 30 minutes. Concentrations were also measured immediately after the cease of the stressing conditions and 30 minutes after resetting the original conditions as well as in untreated control populations maintained at 25 °C and pH 7 during the experimental course (C). Significant variation of the bacterial concentration was not detected in any population under any condition.
(TIF)

Table S1 **Number of replicated samples in which genes were up- or down- regulated because of heat stress (45°C).**
(PDF)

Table S2 **Number of replicated samples in which genes were up- or down- regulated because of acid stress (pH 5) and comparison with results of expression under heat stress in Table S1.**
(PDF)

# Supplementary material for: The Transcriptional Heat Shock Response of Salmonella Typhimurium Shows Hysteresis and Heated Cells Show Increased Resistance to Heat and Acid Stress
**Source:** PLoS One. 2012 Dec 7;7(12):e51196. doi: 10.1371/journal.pone.0051196
**Supplement:** Table S1 — Number of replicated samples in which genes were up- or down- regulated because of heat stress (45°C).

Table S1: Number of replicated samples in which genes were up- or down- regulated because of heat stress (45°C)

Gene name	Equivalent samples before stress (25°C)	30 min under stress (45°C)	Immediately after removing stress	30 min after removing stress
ackA	1	-3		
acnA		-3		-1
acnB		-3		
acrA			2	
add			2	1
adk			3	3
aer		-2	-2	-1
aes			2	1
agp		-3	-3	-1
agsA		3	3	3
ahpF	1		2	
aldB		-3	-3	-2
ansB		-3	-2	
araC			2	3
arcA			3	
aroH				2
aroK			3	
aroL			2	
asd			2	
asnS		1	3	3
aspA	1	-3	-1	
atpB			2	
avrA		2		
bioA			3	3
bioB			3	3
bioC				3
bioD				3
bioF			2	3
brnQ			2	1
cbiC		-3		
cbiF		-3	-2	-1
cbiG		-3		
cbiH		-3	-1	-1
cbiJ		-3	-1	-1
cbiK		-3	-2	-2
cbiL		-3	-1	-1
cbiM		-3	-2	-1
cbiN		-3	-1	-1
cbiO		-3		-1
cbiP		-2		
cboQ		-3		-2
cbpA		-2		
ccmB			2	1

ccmC		2	1
ccmE		2	1
cdd		3	3
celG	1	2	
cheB	-2	-1	-3
cheM	-3	-3	
cheR	-3	-2	
cheW	-2		-2
cheY	-3	-1	-3
cheZ	-2		-3
citG	1	2	2
clpB	3	3	3
clpP	1	3	3
clpX		3	2
cobS	-2		
creA	1	3	3
creB	1	3	3
creC		3	2
crp	-2	-1	
csdA		3	1
csiE	-3	-1	
cspA	2	3	1
cspC	-3		
cspE	-3		
csrA	-2		
cstA	-3	-1	
cydA	-3		
cydB	-3		
cyoA		2	1
cyoB		2	
cypD		3	
dapA	-3		
dapD	-3		
dcd		2	
dctA	-3	-2	-1
dcuA	-3		
deaD		3	3
def		3	
deoC		3	
dgoT	-3	-1	
dnaC		2	1
dnaG	1	3	3
dnaJ	3	3	3
dnaK	3	3	3
dnaX		2	
dppA	-3	-2	-3
dps	-3		-2
dxs		2	

ecnB		-1		-2
eco		-3		
eda			2	
emrA			3	2
emrD	1		2	
emrR			3	2
eutA		-1	-1	-3
eutB		-3	-2	-3
eutC		-3		-3
eutD		-3	-3	-3
eutE		-2	-2	-3
eutG		-1	-1	-3
eutH		-1		-3
eutJ		-3	-3	-3
eutK		-3	-2	-3
eutL		-3	-2	-3
eutM		-3	-3	-3
eutN		-3	-3	-3
eutP		-3	-3	-3
eutQ		-3	-3	-3
eutR		-1		-3
eutS		-1		-2
eutT		-3		-1
fabF			2	1
fba		-3		
fbp		-2		
fdhE		-3		
fdhF		-2		
fdoG		-3		
fdoH		-3		
fdoI		-3	-1	
fepE			2	1
fimA		-2	-3	-3
fkpA			2	
fldA			3	
fldB			2	1
flgK		-3	-2	
flgL		-3	-1	
flgM		-3	-2	
flgN		-3	-2	
fliC		-3	-3	-3
fliH			1	3
fliS		-1		-2
fliT		-1		-2
fljB		-3	-3	-3
flk			2	1
fmt			3	
fnr			3	

folD		2	
folE		3	
frdC	-2		
ftn		2	1
ftsI	-3	-1	
fumA	-3	-3	-1
fumC	-3	-2	-1
fur		3	1
fusA	1	3	3
fxsA		3	
galF		3	1
galK	-2		
galM	-3		-1
galP	-3	-2	-3
galT	-3		
gapA	1	3	2
gcvA		3	1
gcvH	-3		
gcvT	-2		
glgC	-3		-1
glgX	-3		
glmU		3	3
glnA		1	3
glnL			3
glnS		3	3
glpX			2
gltA	-3		
gltI	-3	-3	-3
gltJ	-3	-3	-2
gltK	-3	-3	-3
gltX		3	1
glyQ		2	
gmK		3	
gntU			2
gpt		3	1
greA		3	
greB		2	1
grpE		3	2
grxB	-3		
gsp		2	1
guaB		2	3
gutM		3	
gyrA		3	2
gyrB			2
hemA		2	
hemB		2	
hemL		3	
hemX	-3		

hepA		1		3		2
hflB				3		3
hha				2		
hilD		-3		-2		-3
hisB				1		3
hisC				1		3
hisD		1		3		3
hisG		1		3		3
hisH				1		3
hisI						2
hlpA		-3				
holB				2		
holC		1		3		3
holD				2		1
hrpA				2		1
hscB				3		3
hslU				3		3
hslV		1		3		3
htpG	1	3		3		3
htpX		2		3		3
htrB				2		1
hupA		-3				
hybA		-3		-1		
hybB		-3				
hybC		-3				
hybD		-3				
hybE		-3				
hybF		-3				
hycE						-2
hycH		-2				-2
hydN		-2				-2
hypA		-2				
hypB		-3				
hypC		-3				
hypD		-3				
hypO		-3				
iadA				1		3
iap				2		1
ibpA		3		3		3
ibpB		3		3		3
icdA		-3				
idnD		-1		-1		-2
idnO		-2		-3		-2
idnT		-1		-2		-1
ileS						3
ilvY				3		3
infA				2		1
infC		-3				

invB	-2		-3
invF	-3	-3	-3
invG			-2
invH	-3		-3
invI	-1		-3
invJ			-3
ispA		2	
katE	-3	-1	-1
katG	-3		
kdsB		3	1
kdtB		2	3
ldhA	2	3	3
leuS		2	
lipA	-2		
lipB		3	1
lon	1	3	3
lppB		2	1
lpxD	-3		
lrhA		3	3
lspA			3
lysA			2
maa		3	1
malE	-2		
marA	2	3	3
marB	1	3	3
marR	1	3	3
mdh	-3		
mdoG		3	
melA	-3	-3	-3
melB	-3	-3	-3
menA			2
mglB	-3	-3	-1
mlc		1	2
mopA	3	3	3
mopB	3	3	3
motA	-2		
motB	-2	-1	
mreB		3	
msrA	3	3	3
mtlA		1	3
mtlR			2
mutH		3	1
mutM	1	3	3
nagC		2	1
nagD		2	2
narP		3	1
nifS	1	3	3
nifU		3	3

nmpC	-3	-3	-3
nuoA	-3		
nuoB	-3		
nuoC	-3		
nuoE	-3		
nuoF	-3	-1	
nuoG	-3		
nuoH	-3		
nusA		1	3
ompC	-3	-2	-1
ompW	-3		
oppA	-3		
orf242		3	1
orgA	-2		-3
osmC	-3		-2
osmE	-3	-2	-3
osmY	-3	-1	-3
pckA	-3	-2	-1
pcnB		2	1
pdhR		3	
pduA	-2		
pduB	-3		
pduC	-3	-3	
pduD	-3	-3	
pduE	-3	-3	
pduG	-3	-3	
pduH	-2		
pduJ	-3	-2	-2
pduK	-3	-2	-2
pduL	-3	-2	-1
pduM	-3	-2	
pduN	-3	-1	
pduO	-3		
pduP	-3	-1	
pduQ	-3	-1	
pduS	-3	-1	
pduT	-3	-1	
pduU	-3	-1	
pduV	-3		
pduW	-3		-1
pdxB		2	1
pdxH		2	
pdxK	1	2	
pepD	-3		
pepT		2	1
pfkB	-2		
pflA		3	
pflB	-3		

pfs		2	1
pheS		3	2
phnR		2	1
phoH	-3		-1
phoL	1	3	3
phoP	-2		
phsB	-2		
pipC	-1	-1	-2
pldA		2	
pmgI			3
pncB			2
polB	1	2	
potC	2	3	2
potD	3	3	3
potE	-3	-3	-3
poxB	-2		-2
ppa		2	
pphB		2	
ppiA		3	1
prfA		3	1
prgI	-3	-3	-3
prgJ	-2	-1	-3
prgk	-3	-2	-3
prlC	2	3	3
proQ		3	1
proS		2	
prsA		2	
psiF	-3		-2
pspA	3	3	
pspB	3	3	
pspC	3	3	
pspD	3	3	
pta	-3		
purF	1	2	
purG		2	
purU		3	
pykF	-3		-1
pyrF	1	2	1
pyrG		3	1
rbsB	-3	-1	
rbsD			3
rcsF		3	1
recA		3	3
recF		3	3
rfaH		2	1
rhlB		2	
ribA		3	1
ribD		3	3

rimI	1	3	1
rnpA		3	
rob		2	
rplA		2	1
rplB	1	3	2
rplC		3	1
rplD	1	3	2
rplK		3	
rplM		2	1
rplN		3	1
rplT	-2		
rplU		3	1
rplW	1	3	1
rpmA		3	1
rpmB		2	
rpmE	3	3	3
rpmG		2	
rpmH		3	
rpoD	1	3	3
rpoE		2	
rpoH	3	3	2
rpoZ		2	
rpsA	2	3	1
rpsB	2	3	1
rpsF		2	
rpsG	2	3	3
rpsJ	1	3	2
rpsL	2	3	3
rpsT		2	1
rseA		3	
rseB		3	
rstA		2	
rsuA		3	1
rtcR		2	1
ruvA		2	1
sdaA		3	1
sdhA	-3		
sdhB	-3		
sdhC	-3		
sdhD	-3		
serC		2	
sicA	-1		-2
sipB	-3	-2	-3
sipC	-2	-2	-3
SL0322	-3	-2	
SL0351	-3		-3
SL0555		3	
SL0560	-3	-3	-3

SL0561	-3	-1	-3
SL0562	-3	-2	-2
SL0563	-3	-3	-3
SL0564	-3	-3	-3
SL0565	-3	-2	-2
SL0568		2	
SL0681	-3	-3	-3
SL0713	-3		
SL0794	-3		
SL0846		2	
SL0950		2	1
SL0983	-2		
SL1174		3	2
SL1235	-2		
SL1259	-3		
SL1391		3	
SL1399	-3	-2	
SL1475			2
SL1476	2	3	1
SL1478		3	1
SL1479	1	3	1
SL1480	1	3	
SL1537		3	1
SL1557		3	3
SL1558		3	
SL1596	2	1	
SL1603		3	3
SL1604	1	3	2
SL1605		3	3
SL1664		3	1
SL1721	1	1	2
SL1723	-3	-2	
SL1987		3	
SL1988		2	
SL2125		2	3
SL2157		3	1
SL2163	-3		
SL2283	-3	-2	
SL2330		2	3
SL2341	-3		-1
SL2409		3	1
SL2507		3	
SL2574	1	3	
SL2593		3	1
SL2594		2	
SL2631		3	
SL2632		2	
SL2633		3	

SL2674		-1	-3
SL2723		-3	-3
SL2724		-3	-1
SL2733		2	1
SL2763		2	3
SL2781		2	
SL2784		3	
SL2850			-3
SL2884		2	3
SL2885		1	3
SL2919		-3	-2
SL2921		-3	-2
SL2966			2
SL2998			2
SL3011			3
SL3012			3
SL3056			3
SL3057		1	3
SL3058		1	3
SL3059	1	3	3
SL3109			2
SL3110			2
SL3128		1	2
SL3143		3	3
SL3144			3
SL3149	1		2
SL3219	1		2
SL3226		-3	-3
SL3227		-3	-3
SL3228		-3	-3
SL3229		-3	-3
SL3230		-3	-3
SL3231		-3	-3
SL3232		-3	
SL3233		-2	-1
SL3234			-3
SL3334	1	1	3
SL3378		1	3
SL3524		2	3
SL3566		-3	
SL3617			3
SL3618			3
SL3743	1	3	2
SL3744		2	2
SL3750			2
SL3786		1	2
SL3808	1		3
SL3867		1	3

SL3976		3	3	
SL3977		3	1	
SL3979		1	2	
SL3985		-2		
SL3993		-3	-3	-1
SL4014	1	2	3	3
SL4015		1	3	3
SL4016			1	3
SL4020		-3	-3	-3
SL4029		-3	-3	-3
SL4222		-2		
SL4253		1	2	
SL4395		-3	-2	
SL4396		-3	-2	
SL4397		-3	-1	
SL4421			3	1
SL4422			2	
SL4426			2	1
SL4441		1	3	3
SL4460		2	3	
SL4466		-3	-3	
SL4467		-3	-3	-1
SL4468		-3	-3	-1
SL4469		-3	-3	-3
SL4470		-3	-3	-3
SL4471		-3	-3	-3
SLP1_0008			2	
SLP1_0009		2	2	
SLP1_0054			3	3
SLP1_0055			3	3
SLP1_0056		1	2	
SLP1_0057		2	3	3
SLP1_0058		3	3	3
SLP1_0059		3	3	2
SLP1_0060		1	3	3
SLP1_0062			3	
SLP1_0063		1	3	
SLP1_0072			3	
SLP1_0074				2
SLP1_0075		1	3	3
SLP1_0076			3	3
SLP1_0077		1	3	3
SLP1_0079		3	3	3
SLP1_0080		3	3	3
SLP1_0083			2	
SLP1_0091			3	
SLP1_0092			3	2
SLP1_0093	1		2	2

SLP1_009	1			2
SLP2_0003		1	3	
SLP2_0004		3	3	
SLP2_0005			3	
SLP2_0010			2	
SLP2_0016			3	3
SLP2_0017	1	1	3	3
SLP2_0019		1	2	
SLP2_0020		3	3	1
SLP2_0021		3	3	3
SLP2_0022		3	3	3
SLP2_0023			3	2
SLP2_0024			2	1
SLP2_0027	1			2
SLP2_0048			3	2
SLP2_0049			3	2
SLP2_0055		3	3	
SLP2_0071	1			2
SLP2_0095				2
SLP2_0098				2
SLP3_0001			2	
SLP3_0003		1	3	3
SLP3_0004		2	3	3
SLP3_0005		2	3	3
SLP3_0006	1	3	3	3
SLP3_0007		3	3	3
SLP3_0008	1	3	3	3
SLP3_0009	1	3	3	3
SLP3_0011		3	3	1
SLP3_0012	1		2	1
SLP3_0014	1		2	1
slpA				2
smpA			2	
smpB			2	
sodB		-3		
sopB				-3
soxR			3	2
spaO		-1		-3
spaP				-2
speF		-3	-3	-3
speG			2	
sptP		1	2	
spy		1	3	
srlR			2	
sseE			2	
stpA		3	3	3
sucA		-3		-1
sucB		-3	-1	-1

sucC		-3		-1
sucD		-3		-1
suhB	1		2	1
tatA			2	1
tatB			2	
tbpA		1	2	
tcp		-3	-3	-3
tesB			2	1
thiL	1		2	
thrS		-3		
tktB		-2		-1
tmk			3	
tolC		-3		
tolQ	1		3	1
topA	1		2	
torR			3	3
tpx		-2		
treA		-3	-1	-1
treR			2	
trxA			2	1
trxB			3	
trxC			2	1
tsf			3	1
tus		1	3	1
typA			3	1
ubiC			2	
ubiG			2	
ucpA		-3	-2	
udk			3	1
uvrA			1	3
uvrC	1		3	2
uvrY			2	1
uxuR			2	
valS				3
wcaI				2
wraB				-2
xseA			3	3
yaaA			2	1
yacC			3	1
yacE	1		3	1
yacF			2	
yadF	1		2	1
yadR			3	1
yaeB			3	
yaeH		-3		-1
yaeQ			2	1
yafA			2	
yafD			3	1

yafK	1		3	1
yahO		-2		
yaiI			3	
yajO		-3	-2	-1
ybaD			3	2
ybaJ			2	
ybaM			2	
ybaO			3	1
ybaY		-2	-2	-3
ybbB			2	
ybbM	1		3	2
ybbN		3	3	3
ybbO			2	
ybdD		-3		
ybdF			2	
ybdG			2	1
ybdN		1	2	
ybeA			3	1
ybeB			3	
ybeD		1	3	3
ybeL		-2		
ybeX			3	3
ybeY			3	3
ybfA		1	3	2
ybgE		-3		
ybgS		-1		-2
ybgT		-2		
ybhQ		-3		
ybiJ		1	3	3
ybiS			2	
ybiV(1)			3	
ycaR			3	1
yccA			2	1
yccD		-3		
yccJ				-2
yccS			2	1
yccV		1	3	3
yceG			3	
yceP			2	1
ycfD			2	
ycfF		-2		
ycfL		-2		
ycfQ			3	
ycfR	1	3	3	3
ycgB		-3		-1
ychF			3	1
yciM			3	1
yciS			3	1

yciT	1		2	
ycjF			3	3
ycjX		2	3	3
ydaL			3	1
ydbH		1	3	1
ydcX			3	
ydeA	1		3	1
ydeV		-3	-3	-1
ydeW		-3	-2	
ydeY		-3	-2	-1
ydeZ		-3	-3	-3
ydfH		-2		
ydfZ		3	3	1
ydgA		-3		
ydgM			2	
ydgO				2
ydhC			2	
ydiH			3	2
ydiZ		-2		
yeaD			3	3
yeaG		-3	-2	-1
yeaH		-3	-1	-1
yeaM			2	
yeaO		1	2	1
yebK			1	2
yecG		-3		
yecH			1	2
yedJ		1	3	1
yeeI		-3		
yegH			3	2
yegQ			3	2
yegT			1	3
yegU			1	3
yehE		2	3	
yehS			2	1
yeiA		-3		
yeiH			3	2
yejG			2	
yejH			2	
yejL			2	
yejM			3	
yfbQ			2	
yfcE			3	
yfcL		2	3	1
yfcX			3	2
yfcZ		-3	-2	
yfeC		-3		
yfeD		-2		

yfgB		2	
yfhB	-2		
yfhF		3	3
yfhP	1	3	2
yfiO		3	
yfjF		2	
yfjG		2	1
ygaA	2	3	3
ygaC	1	3	1
ygaD	1	3	3
ygaU	-3		-2
ygbI		2	1
ygcF	1	3	1
ygcH	-3		
ygdD		3	
ygdE		3	1
ygdH	-3		
ygdI	-3	-2	-3
ygfB		3	
ygfE	-3		
yghA	-3	-3	-2
yghJ	-2	-2	-1
ygiC	-3		
yhbC		3	2
yhbS	-2		
yhbU		2	
yhcN	1	3	2
yhcO	-3		
yhdN	1	3	3
yheL	2	3	3
yheT		3	2
yheU		2	1
yhgI	2	3	3
yhhV	3	3	1
yhiI	-3		
yhiQ		3	3
yhiR		2	
yhjC	1	2	1
yhjH	-2		
yhjT		3	
yiaG	-3		-2
yidA		3	3
yigC		2	
yihD	-2		
yiiL	-3		
yjbO	2	1	
yjcB	2	3	1
yjfN	-3	-2	

yjfO	-3	-2	
yjiE		2	3
yjiG		3	
yjiH		3	
yjjY		2	
ylaC		2	
ymfC		3	1
ynaF	-3	-2	-3
yneA	-3	-3	-3
yneB	-3	-3	-3
yneC	-3	-3	-3
ynfK		3	1
yobF	-3		
yohJ		3	1
yohK	1	3	2
yqfA	-3		
yqiA		2	1
yqiB		2	
yqiE	1	3	1
yqjC	-3		
yqjK	-3		-1
yrbL			2
yrdC	-3		
yrfH	1	3	3
yrfI	1	3	3
ytfH	1	3	1
ytfL		3	2
zntR	3	3	3
znuC		3	1

# Supplementary material for: The Transcriptional Heat Shock Response of Salmonella Typhimurium Shows Hysteresis and Heated Cells Show Increased Resistance to Heat and Acid Stress
**Source:** PLoS One. 2012 Dec 7;7(12):e51196. doi: 10.1371/journal.pone.0051196
**Supplement:** Table S2 — Number of replicated samples in which genes were up- or down- regulated because of acid stress (pH 5) and comparison with results of expression under heat stress in Table S1.

Table S2: Number of replicated samples in which genes were up- or down- regulated because of acid stress (pH 5) and comparison with results of expression under heat stress in Supplementary Table S1

Gene name	Equivalent samples before stress (pH 7)	30 min under stress (pH 5)	Immediately after removing acid stress	30 min after removing acid stress	30 min under stress (45°C)	Immediately after removing heat stress	30 min after removing heat stress
aceA				2			
ahpC		1	2				
exbB		2	3				
fadB				2			
feoA		1	2				
hycA		1	2				
hydN		3	2		-2		-2
hypA		2	3		-2		
ibpB				2	3	3	3
mglB		-1	-2		-3	-3	-1
pdhR		3	3			3	
pduA		2	1		-2		
pduD		2			-3	-3	
pspA				3	3	3	
pspB				3	3	3	
pspC				3	3	3	
pspD				3	3	3	
pstS				2			
putA				2			
ribB				2			
rpsB				2	2	3	1
rpsP				2			
rseA				3		3	
rseB				2		3	

SL0452		2	
SL4222	1	2	
SLP3_0012		2	
sprB			2
yafH			2
ybaJ	1	2	
ycbK			2
ycfR	3	3	
ydiH		2	
yehE		2	
yeiH	3	3	
yfbE			2
ygiM			2
yohJ	2	3	
yrdC	2		

-2

	2		
3	3	3	
	3	2	
2	3		
	3	2	
	3		1
-3

How the deposited data were processed for this re-analysis (not part of the article)

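The data are 24 arrays of RNA from S. Typhimurium strain 4/74, 12 from a heat experiment (45°C for 30 minutes) and 12 from an acid experiment (pH 5 for 30 minutes), each compared with control cultures at 25°C and pH 7. Each experiment has 4 sampling times (before stress, end of exposure, immediately after it and 30 minutes after) with 3 replicates, which the paper describes as independent biological replicates. The stressed culture carried Cy3 and the control culture Cy5 on every array. The arrays lie on 3 slides, with acid arrays on slides 1 and 2 and heat arrays on slides 2 and 3.

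The authors made the intensity values with a GenePix scanner and the GenePix Pro software, and deposited the median signal, the local background and its SD for each spot without normalization. The authors deposited log2 values, log2 ratios of stressed over control culture with a shift that differs between arrays, for whose normalization the methods name ArrayLeaRNA and internal control probes. They hold 2746 to 9418 values per array, their array medians lie between -0.37 and 0.72, and their correlation with the log2 ratio from the scanner files is 0.843 to 0.991, with slopes of 0.816 to 0.991, so that they differ from it by more than a constant per array. Each array has 15744 spots, of which 536 are control spots and 15208 carry 7604 probes. These stand for 4744 genes, 1884 with 1 probe and 2860 with 2. No spot carried the flag for bad spots. Spots not found by the scanner software made up 0.901% to 5.37% of a heat array and 2.27% to 18.2% of an acid array. Between 17 and 138 spots of an array were saturated. At most 0.572% of the spots had identical values on 2 arrays.

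Values were computed from the intensities with R 4.3.3 and limma 3.58.1. Background was corrected with normexp and an offset of 50, ratios were normalized by loess on the probe spots, and log2 ratios were averaged per probe and then per gene. No filter on brightness was used, and the offset draws the ratios of dim spots toward 0. The groups of each experiment were fitted together with limma, each group mean was tested against 0 with moderated statistics, and p-values were adjusted by Benjamini-Hochberg over the 4744 genes of a comparison. Genes were called at an adjusted p under 0.05 and at least 2-fold. Differences between sampling times and between heat and acid were tested as contrasts of a limma fit. Signals within 2 background SDs on all 3 arrays of a group were treated as dim. For such genes the fold was recomputed with the dim channel raised to the lowest signal of the probes above that limit on the array, and is given as a lower bound. With 3 arrays per group, the number of arrays limits the precision. In simulated log2 ratios of 4744 genes, 99 of 100 genes were recovered at a log2 change of 1.5 and 100 of 100 at 3 in the heat design. There were 0 false calls, but without a change hardly any gene passes 2-fold. Changes were added to final log2 ratios with random noise, so that background correction, normalization and dye effects were not tested.

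Gene lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry. The tests of 4 lists at 6 stress and recovery comparisons were adjusted together, 24 in all. Of the 35 lists fixed, 31 hold gene symbols and have no match on the array, whose genes carry locus tags of strain SL1344, while the reference pairs symbols with tags of another strain. They were left out, as was every statement on chaperones, motility, pathogenesis or energy production. The list of Fig. 2D was chosen by the study on these samples. By the rule for named genes, the 10 genes with the highest and the 10 with the lowest mean ratio among called genes with 1 sign in all 3 replicates are named for each comparison, with every gene named in the paper's text, Fig. 2 or Table S2, and for each list the 3 members with the largest absolute ratio. Because the tags cannot be read as gene names, only 4 chromosomal tags that the paper does not list are printed (SL3775, SL1151, SL4235 and SL1888), and these were picked from that rule's genes after their values were seen. The tags of Table S1 that are printed were picked in the same way.

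Shares have exact Clopper-Pearson intervals and were compared with exact Fisher tests. A calling rule per array was modelled on that of the study, with the 99th percentile of the absolute log2 ratios before stress as the limit. ArrayLeaRNA and its operon predictions were not run. The alternatives tried were no background correction, subtracted background, median centring, Aquantile between arrays, a filter on dim probes, subtraction of the ratios before stress, blocks for slide or replicate number, other sets of arrays in the fit, other limits of fold and p, the calling rule per array, the authors' processed values with and without centring, the median of probes, the omission of spots not found, and leaving out each replicate. With the replicate block the genes up-regulated at the end of the heat exposure numbered 90.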

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

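Tests of dye effects and of plasmid copy number in this part were chosen after the result was seen. The tests on left-out replicates and the splits of the samples were set before.

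Differences between samplings or stresses, each by a test of the difference itself in limma, marked 6 values. From the end of the heat exposure to the sampling immediately after it, 378 genes rose by at least 2-fold relative to the control and 6 fell. The 20 plasmid genes of Fig. 2D rose by a median of 1.23 on the log2 scale over the same step (adjusted p = 2.12e-05 from limma's camera, adjusted p = 0.439 with an estimated correlation). The study chose these genes on the same samples, so that this test is not independent evidence of their rise. Over all genes of a plasmid the median difference was -0.08 for SLP1, -0.10 for SLP2 and 1.19 for SLP3. At the last sampling, 155 genes were higher after heat than after acid and 244 were lower. The genes of SLP3 were then higher after heat by a median of 2.16 on the log2 scale (adjusted p = 1.04e-06 from limma's camera, adjusted p = 0.363 with an estimated correlation). Before stress their median log2 ratio was already 0.52 in the heat experiment and -0.16 in the acid experiment. The number of genes that fell, 6, depends on the setting, as it was 379 with the background subtracted.

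The first pattern weighed is the genes induced by heat that were still called 30 minutes after it. A dye effect of these genes would also be present before stress, where their median log2 ratio was 0.050, against 2.28 at the last sampling, which argues against it. Chance selection at the end of exposure would leave no change in a replicate that had no part in the selection. The lowest median in a left-out replicate was 1.43, which argues against it as well. A control RNA shared between the end of exposure and the next sampling does not bear on the last sampling, whose controls have another label. Each replicate has all of its sampling times on 1 slide, so that slides do not go with sampling time, and with the slide as a block the up-regulated genes at the end and at the last sampling numbered 90 and 171. A lasting response to heat may account for the pattern, as a hypothesis found and tested on the same data. Stable transcripts made during the exposure stay open, since transcript decay was not measured.

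The second pattern is the plasmid genes raised by heat. More copies of a whole plasmid would raise most of its genes by about the change of the called ones. On SLP1 the upper quartile of all genes above background was 0.91 on the log2 scale immediately after, against a median of 2.2 for the called genes, and on SLP2 it was 0.75 against 1.65. With 21 of 86 and 14 of 68 of these genes called, the limit of 2-fold largely set these upper quartiles, so that they do not decide. On SLP3 the quartiles did not decide, as the upper was 4.15 and the lower 1.34, against a median of 3.71 for the called genes, and a test on the spread was then chosen. More copies alone would raise all genes of a plasmid alike. Immediately after, the genes measured in both channels went from -1.18 to 4.62 on SLP1 and from -0.75 to 3.31 on SLP2. Their SD was 10.96 and 7.82 times their median SE, and 6.88 and 5.69 times with the background subtracted. This argues against copy number as the whole cause for SLP1 and SLP2. On SLP3 the genes measured in both channels at the end of exposure went from -1.42, a gene called down, to 3.83. Immediately after they went from -0.08 to 4.51. Their SD was at least 3.64 times their median SE at each of the 3 samplings, also with the background subtracted, which argues against copy number as the whole cause here too. For all 3 plasmids a part played by copy number stays open, since plasmid DNA was not measured.

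The third pattern is the 22 genes raised 30 minutes after acid. A dye effect would show before stress, where the median of these genes was 0.16 on the log2 scale, against 1.07, which argues against it as the whole cause. The medians before stress were 0.08, 0.11 and 0.49 in replicates 1, 2 and 3, so that a part of the rise in replicate 3 stays open to it. After subtraction of the ratios before stress the median of the 22 genes was 0.92 (SD 0.31 over replicates) and 7 of them were still called, since 8 stayed past 2-fold and 9 past the adjusted p. The median SE grew from 0.15 to 0.22 with the subtraction. A single replicate as the source cannot be excluded or shown, since the lowest median in a left-out replicate was 0.49, between the limits set for the test. Genes called from the other replicates had medians of 0.97 in replicate 1 (13 genes), 0.49 in replicate 2 (49 genes) and 1.41 in replicate 3 (6 genes). A response to the return to pH 7 stays open and was not tested.

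The splits of the samples are too few for a share under 0.05. Each group of 3 arrays has 4 sign patterns and each contrast 10 splits. The real pattern gave 408, 529 and 363 called genes in the heat experiment at the end, immediately after and 30 minutes after, and the highest other pattern 0. Under acid it gave 6, 8 and 23, and the highest other 0, 0 and 2. Before stress the real pattern gave 1 gene in the heat experiment and 9 in the acid experiment, and the highest other 0. Immediately after minus end gave 384 and 30 minutes after minus end 349, and the highest other split 0. Heat minus acid gave 446, 516 and 399 at the 3 samplings, with 0 in the highest other split, and before stress 0 in the real and in all 10 splits.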

How the results depend on the processing

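Of the alternatives below, the omission of spots that were not found and the centring of the authors' values on the array median were chosen after seeing the data, and the others were set before the data were examined. No named gene, and no list median past the threshold under heat, turned to the opposite direction under any alternative run. The other called genes and the list medians under acid were not checked for this. Under acid only the number of list tests past the threshold in camera was followed, which was 7 in the main setting. The median log2 ratio of SLP2 immediately after heat, -0.03 and not past the threshold in camera, changed sign to 1.22 in the authors' processed values and to 0.68 in the centred ones. The balance 30 minutes after heat, 171 up- and 192 down-regulated genes, turned to 199 and 168 with median centring, to 681 and 193 in the authors' processed values and to 345 and 327 in the centred ones, to 1159 and 977 with no limit of fold, to 56 and 50 at 4-fold and to 170 and 169 without replicate 2. The median change kept by heat-induced genes immediately after, 157%, fell below 100% with the background subtracted (92.7%) and with no limit of fold (50.3%). Counts of called genes stayed within 1.5 times the value given at the claims in 519 of 732 comparisons, and counts of genes that differ between heat and acid in 88 of 110. Of 204 values of list medians under heat, 202 kept their direction and their side of the threshold. Of 128 shares and of 84 values of median change kept, 102 and 71 moved by less than their spread. Among the named genes 2133 of 2191 values kept direction and call, 31 lost the call and 27 gained it, 20 of the 31 at a limit of 4-fold. The limit of fold, more than the p-value, sets the counts, as the numbers at an adjusted p under 0.01 and with no limit of fold show. The cause of the changes listed here was not tested, apart from limits that are stricter or looser by construction.

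Without background correction, genes down-regulated by heat numbered 2 before stress, genes up-regulated by heat numbered 143 at the end of exposure, and genes up-regulated by acid numbered 12 at the end of exposure, 19 immediately after and 39 at the last sampling. Genes down-regulated by acid numbered 3 immediately after and 4 at the last sampling, the share of acid-induced genes still called was 75% immediately after, and up-regulated SLP2 genes numbered 10 at the end of exposure. Plasmid genes called under acid numbered 2 immediately after, genes lower than at the end of heat numbered 35 immediately after and 86 at the last sampling, and genes higher in heat than in acid numbered 136 at the end of exposure.

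With the background subtracted and spots at 0 or less left out, genes down-regulated by heat numbered 0 before stress, 695 at the end of exposure, 490 immediately after and 436 at the last sampling, genes up-regulated by heat numbered 402 at the end of exposure, 723 immediately after and 393 at the last sampling, and genes down-regulated by acid numbered 0 before stress, 1 at the end of exposure, 17 immediately after and 44 at the last sampling. Genes up-regulated by acid numbered 12 at the end of exposure, 32 immediately after and 70 at the last sampling, the share of heat-induced genes still called was 62.9% immediately after and 41.0% at the last sampling, and the median change kept by heat-induced genes was 92.7% immediately after and 52.1% at the last sampling. The share of heat-repressed genes still called was 52.7% immediately after, the median change kept by heat-repressed genes was 65.5% immediately after, and the share of acid-induced genes still called was 75% immediately after. Up-regulated SLP1 genes numbered 32 at the end of exposure and 30 at the last sampling, up-regulated SLP2 genes numbered 27 at the end of exposure and 28 at the last sampling, and plasmid genes called under acid numbered 1 immediately after and 3 at the last sampling. Genes higher than at the end of heat numbered 755 immediately after and 609 at the last sampling, genes lower than at the end of heat numbered 379 immediately after and 338 at the last sampling, and genes higher in heat than in acid numbered 2 before stress, 488 at the end of exposure, 684 immediately after and 402 at the last sampling. Genes lower in heat than in acid numbered 706 at the end of exposure, 462 immediately after and 486 at the last sampling.

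With median centring in place of loess, genes up-regulated by heat numbered 1 before stress, genes down-regulated by heat numbered 3 before stress, and genes down-regulated by acid numbered 0 before stress, 0 immediately after and 0 at the last sampling. Genes up-regulated by acid numbered 1 at the end of exposure, 4 immediately after and 141 at the last sampling, the median change kept by heat-repressed genes was 67.5% immediately after, and the share of acid-induced genes still called was 100% immediately after. Plasmid genes called under acid numbered 1 at the last sampling, genes lower than at the end of heat numbered 20 immediately after, and genes called over the arrays before stress numbered 3. Genes past 2-fold on at least 2 of the arrays before stress numbered 157.

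In the authors' processed values, genes up-regulated by heat numbered 11 before stress, 1044 immediately after and 681 at the last sampling, genes down-regulated by heat numbered 16 before stress, and genes up-regulated by acid numbered 9 before stress, 43 at the end of exposure, 52 immediately after and 253 at the last sampling. Genes down-regulated by acid numbered 32 before stress, 4 at the end of exposure, 15 immediately after and 18 at the last sampling, the share of heat-repressed genes still called was 40.1% immediately after and 31.6% at the last sampling, and the median change kept by heat-repressed genes was 27.0% immediately after and 19.9% at the last sampling. Up-regulated SLP1 genes numbered 31 at the last sampling, up-regulated SLP2 genes numbered 8 at the end of exposure and 23 at the last sampling, and plasmid genes called under acid numbered 2 at the end of exposure and 8 immediately after. The median log2 ratio of SLP2 was 1.22 immediately after, plasmid list tests past the threshold under acid numbered 3, and genes higher than at the end of heat numbered 743 immediately after and 605 at the last sampling. Genes lower than at the end of heat numbered 27 immediately after.

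In the authors' values with each array centred on its median, genes up-regulated by heat numbered 4 before stress, 183 at the end of exposure, 677 immediately after and 345 at the last sampling, genes down-regulated by heat numbered 44 before stress, 383 immediately after and 327 at the last sampling, and genes up-regulated by acid numbered 1 before stress, 26 at the end of exposure, 34 immediately after and 106 at the last sampling. Genes down-regulated by acid numbered 43 before stress, 8 at the end of exposure, 26 immediately after and 96 at the last sampling, the share of heat-induced genes still called was 69.4% immediately after and 51.4% at the last sampling, and the median change kept by heat-induced genes was 121% immediately after. The median change kept by heat-repressed genes was 63.2% immediately after, the share of heat-repressed genes still called was 49.4% at the last sampling, and up-regulated SLP1 genes numbered 14 at the end of exposure and 23 at the last sampling. Up-regulated SLP2 genes numbered 11 at the end of exposure and 15 at the last sampling, plasmid genes called under acid numbered 6 immediately after and 3 at the last sampling, and the median log2 ratio of SLP2 was 0.68 immediately after. Plasmid list tests past the threshold under acid numbered 3, genes lower than at the end of heat numbered 352 immediately after and 278 at the last sampling, and genes higher in heat than in acid numbered 215 at the end of exposure and 147 immediately after.

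Restricted to probes above background, genes down-regulated by heat numbered 2 before stress, genes down-regulated by acid numbered 17 before stress, 2 immediately after and 2 at the last sampling, and genes lower than at the end of heat numbered 13 immediately after.

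After subtraction of the ratios before stress, genes up-regulated by acid numbered 2 at the end of exposure and 7 at the last sampling, genes down-regulated by acid numbered 4 immediately after and 2 at the last sampling, and up-regulated SLP3 genes numbered 7 at the last sampling. Plasmid genes called under acid numbered 1 at the end of exposure.

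With no limit of fold, genes up-regulated by heat numbered 1 before stress, 864 at the end of exposure, 1315 immediately after and 1159 at the last sampling, genes down-regulated by heat numbered 9 before stress, 1084 at the end of exposure, 1208 immediately after and 977 at the last sampling, and genes up-regulated by acid numbered 25 before stress, 73 at the end of exposure, 123 immediately after and 602 at the last sampling. Genes down-regulated by acid numbered 76 before stress, 23 at the end of exposure, 87 immediately after and 404 at the last sampling, the share of heat-induced genes still called was 48.8% immediately after and 38.5% at the last sampling, and the median change kept by heat-induced genes was 50.3% immediately after and 34.7% at the last sampling. The median change kept by heat-repressed genes was 49.7% immediately after, the share of heat-repressed genes still called was 50.6% at the last sampling, and the share of acid-induced genes still called was 72.6% immediately after. Up-regulated SLP1 genes numbered 39 at the end of exposure, 41 immediately after and 57 at the last sampling, up-regulated SLP2 genes numbered 32 at the end of exposure, 25 immediately after and 52 at the last sampling, and plasmid genes called under acid numbered 2 at the end of exposure, 6 immediately after and 16 at the last sampling. Genes higher than at the end of heat numbered 1169 immediately after and 924 at the last sampling, genes lower than at the end of heat numbered 703 immediately after and 627 at the last sampling, and genes higher in heat than in acid numbered 728 at the end of exposure, 1088 immediately after and 946 at the last sampling. Genes lower in heat than in acid numbered 922 at the end of exposure, 793 immediately after and 813 at the last sampling.

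At a limit of 4-fold, genes down-regulated by heat numbered 0 before stress, 114 at the end of exposure, 66 immediately after and 50 at the last sampling, genes up-regulated by heat numbered 30 at the end of exposure, 102 immediately after and 56 at the last sampling, and genes down-regulated by acid numbered 0 before stress, 0 immediately after and 0 at the last sampling. Genes up-regulated by acid numbered 1 at the end of exposure, 1 immediately after and 0 at the last sampling, the share of heat-induced genes still called was 93.3% immediately after, and the share of heat-repressed genes still called was 50.9% immediately after and 26.3% at the last sampling. The share of acid-induced genes still called was 100% immediately after, up-regulated SLP1 genes numbered 2 at the end of exposure, 11 immediately after and 5 at the last sampling, and up-regulated SLP2 genes numbered 2 at the end of exposure, 4 immediately after and 0 at the last sampling. Up-regulated SLP3 genes numbered 7 at the last sampling, up-regulated genes of Fig. 2D numbered 10 at the end of exposure and 10 at the last sampling, and genes higher than at the end of heat numbered 64 immediately after and 64 at the last sampling. Genes lower than at the end of heat numbered 0 immediately after and 7 at the last sampling, genes higher in heat than in acid numbered 29 at the end of exposure, 95 immediately after and 52 at the last sampling, and genes lower in heat than in acid numbered 123 at the end of exposure, 62 immediately after and 58 at the last sampling.

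At an adjusted p under 0.01, genes down-regulated by heat numbered 0 before stress and genes down-regulated by acid numbered 4 before stress.

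Under the per-array calling rule, genes up-regulated by heat numbered 2 before stress, 186 at the end of exposure, 486 immediately after and 334 at the last sampling, genes down-regulated by heat numbered 9 before stress, 389 immediately after and 357 at the last sampling, and genes up-regulated by acid numbered 1 before stress, 41 at the end of exposure, 32 immediately after and 89 at the last sampling. Genes down-regulated by acid numbered 20 before stress, 10 at the end of exposure, 11 immediately after and 27 at the last sampling, the share of heat-induced genes still called was 95.2% immediately after, and the median change kept by heat-induced genes was 184% immediately after. The share of heat-repressed genes still called was 68.6% immediately after and 59.7% at the last sampling, the share of acid-induced genes still called was 51.2% at the last sampling, and up-regulated SLP1 genes numbered 15 at the end of exposure and 23 at the last sampling. Up-regulated SLP2 genes numbered 13 at the end of exposure and 15 at the last sampling and plasmid genes called under acid numbered 7 at the end of exposure, 5 immediately after and 3 at the last sampling.

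With all arrays in 1 fit, genes up-regulated by heat numbered 3 before stress and genes down-regulated by heat numbered 3 before stress.

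From the arrays of the group alone, genes down-regulated by heat numbered 0 before stress, genes down-regulated by acid numbered 5 before stress and 0 immediately after, and genes up-regulated by acid numbered 2 at the end of exposure and 7 at the last sampling.

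Without the spots that were not found, genes down-regulated by acid numbered 2 at the last sampling.

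With the stricter percentile per array, genes past the limit on at least 1 array numbered 505 and genes past it on at least 2 of 3 arrays numbered 368.

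With 2-fold as the limit per array, genes past the limit on at least 1 array numbered 1021 and the share detected in replicates was 73.9%.

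When 1 replicate was left out in turn, genes down-regulated by heat numbered 0 to 0 before stress, genes down-regulated by acid numbered 0 to 9 before stress, 0 to 1 at the end of exposure, 0 to 2 immediately after and 2 to 11 at the last sampling, and genes up-regulated by acid numbered 1 to 3 at the end of exposure and 6 to 49 at the last sampling. The median change kept by heat-repressed genes was 73.9% to 83.6% immediately after, the share of acid-induced genes still called was 50% to 100% immediately after, and plasmid list tests past the threshold under acid numbered 4 to 9. Genes lower than at the end of heat numbered 5 to 14 immediately after. The up-regulated genes of the acid experiment at the last sampling were 13 without replicate 1, 49 without replicate 2 and 6 without replicate 3.

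With Aquantile between arrays after loess, with the slide as a block, with the replicate number as a block and with the median of the probes of a gene, every count of up- and down-regulated genes stayed within 1.5 times its value, for example 90 up-regulated and 318 down-regulated genes at the end of the heat exposure with the replicate block. Whether the replicate numbers pair the samples is not settled. The methods describe independent cultures that were each divided and sampled over time, without saying that a number marks 1 culture, and arrays with 1 number also share a slide. With the mean of each sampling time removed, correlations across genes between arrays of different times with the same number averaged 0.023, 0.044 and 0.133 in the heat experiment, against -0.034 for different numbers. In the acid experiment they averaged -0.055, 0.118 and 0.165, against -0.038. Single correlations with the same number ranged from -0.517 to 0.520, and arrays matched best with their own number in 6 of 12 cases under heat and in 7 of 12 under acid.

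Signal over background limits the acid arrays more than the heat arrays, since a median of 38.8% of their spots exceeded 2 background SDs for the stressed culture and 27.1% for the control, against 62.2% and 52.5% under heat. The dim filter kept 4104 genes of the heat experiment and 3239 of the acid experiment. In the authors' values the median of an array lay between -0.37 and 0.72, so that counts of up- and down-regulated genes from these values are relative to that shift.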

Differences from the paper's values

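The paper states no limit of fold or p for its calls, and its calling program was not run here, so that counts are set beside each other with different calling rules. The paper's rule also counts genes found in 1 replicate if they were found at the other sampling times, which only the calling rule per array takes up here. Which alternatives set before the data were examined bring a value within 1.5 times the paper's is given for each. The others do not.

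For acid, the paper reports 12 up-regulated genes at the end of exposure, against 6 here (12 without background correction and 12 with the background subtracted). Immediately after, the paper gives 19 up-regulated genes, against 7 here (19 without background correction). Of the genes up-regulated at the end, about 7 in Fig. 1, read by eye, were still up-regulated immediately after, against 1 here (9 without background correction, 9 with the background subtracted).

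For heat immediately after exposure, the paper reports 470 up-regulated genes, against 297 here. The difference is within 1.5 times without background correction (405), with median centring (429) and under the calling rule per array (486). The paper reports 113 down-regulated genes at this time, against 232 here, and no alternative comes within 1.5 times, the nearest of those with the same limits being 200 with median centring. At the last sampling the paper gives 127 down-regulated genes, against 192 here (168 with median centring, 169 without replicate 2).

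Of the genes up-regulated at the end of the heat exposure, the paper finds 102 still up-regulated 30 minutes after, against 60 here. Values within 1.5 times came without background correction (90), with median centring (68), from the authors' processed values (96), under the calling rule per array (129) and without replicate 2 (74). The authors' values centred on the array median, an alternative chosen after seeing the values, gave 94, and how many of the paper's own genes it drops could be counted for a part of Table S1. Of its 840 rows, 178 are named by a locus tag and the others by symbols without a match here, and 78 of the 178 have all 4 sampling columns in the copy at hand. Among these the paper lists 23 genes as up-regulated at the end and 30 minutes after, of which this alternative drops 3 and the main setting 6. Of the genes down-regulated at the end, about 110 in Fig. 1, read by eye, were still down-regulated immediately after, against 193 here, which no alternative brings within 1.5 times. The paper gives 86 genes as still down-regulated at the last sampling, against 134 here (126 with median centring, 120 without replicate 2). The figure speaks of genes maintained throughout, and 124 genes were down-regulated at all 3 samplings here.

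The paper detected 44% of its genes in replicated samples, against 71.2% here, with 72.9% at the stricter percentile and 73.9% at 2-fold per array. For identical samples the paper gives 60 variable genes. Here 21 genes passed 2-fold on at least 2 of the 6 arrays before stress (25 without background correction, 157 with median centring), and 6 were called over these arrays (8 and 3). Without a limit of fold, 61 genes passed an adjusted p under 0.05 from limma over the same arrays. The limma fit tests for a mean shifted from 0 over the arrays. The 6 and the 61 genes are therefore not counts of variable genes and cannot be set against the paper's 60. Which 6 hybridizations the paper used is not stated.

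The paper states that transcription was mostly induced once the temperature had been reset. Immediately after, 56.1% of the called genes were up-regulated here, and 30 minutes after 47.1%, with 171 up and 192 down. At the last sampling the share was 54.2% with median centring and 77.9% in the authors' processed values.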

Other observations

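Tests of neighbouring genes, of genes raised by both stresses and of the centring of the authors' values in this part were chosen after the result was seen.

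Many genes were first called after the heat had ended. Of the 297 genes up-regulated immediately after, 219 were not called at the end of exposure, and of the 171 at the last sampling 111 were not. In all, 145 genes were up-regulated immediately after alone, 17 of them on plasmids, and 74 at both later samplings but not at the end, 10 of them on plasmids. SLP1_0054 and SLP1_0055 belong to these 74 genes. Their control signal lay within 2 background SDs at the end, so that a rise at that time is not excluded. Among down-regulated genes, 39 and 58 were first called then. Of the genes down-regulated at the end, 5 were up-regulated immediately after.

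Neighbouring genes may respond together. At the end of the heat exposure, 29 of 69 up-regulated chromosomal genes had a neighbouring locus tag called in the same direction, against a median of 2 and a highest value of 10 in 100 random draws. For down-regulated genes the number was 192 of 317, against 45 and 66, and the longest run had 20 genes. Both values lie above the draws, as transcription from shared operons would give, and operons were not tested.

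A response common to both stresses may exist for a few genes. Immediately after the stress, 3 genes were raised by both, against 0.438 for independent lists (exact Fisher test, adjusted p = 0.0211 over 3 samplings). The test takes the genes as independent, which neighbouring genes are not. Other genes went apart, since 4 of the 6 genes raised by acid at the end of exposure and 2 of the 7 immediately after were down-regulated by heat. At the end the number raised by both was 1 and 30 minutes after it was 2, with adjusted p = 0.164 and adjusted p = 0.187 in the same exact Fisher test.

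The larger share of up-regulated genes in the authors' processed values may come from their centring. Immediately after heat it was 82.9%, and 63.9% with each array centred on its median, within 10 points of the 56.1% from the scanner files. Centring arrays with a median above 0 lowers this share whatever the source of the shift. The fall therefore does not decide whether the shift is technical.

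Ratios of arrays from different experiments were in part opposed. The lowest correlation across genes was -0.475, between replicate 2 of the end of heat exposure and replicate 3 of the acid experiment before stress, and 5 pairs of arrays lay below -0.3.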
